# A comparative study on the dose–effect of low-dose radiation based on microdosimetric analysis and single-cell sequencing technology

**DOI:** 10.1038/s41598-024-62501-5

**Published:** 2024-05-21

**Authors:** Yidi Wang, Jin Gao, Bo Tang, Wei Mo, Han Gao, Jiahao Guo, Xianghui Kong, Wenyue Zhang, Yuchen Yin, Yang Jiao, Liang Sun

**Keywords:** Low dose radiation, Microdosimetry, Monte Carlo, Mesh-type cell model, Single-cell sequencing, Biological physics, Nuclear physics, Molecular biophysics, Computational biology and bioinformatics

## Abstract

The biological mechanisms triggered by low-dose exposure still need to be explored in depth. In this study, the potential mechanisms of low-dose radiation when irradiating the BEAS-2B cell lines with a Cs-137 gamma-ray source were investigated through simulations and experiments. Monolayer cell population models were constructed for simulating and analyzing distributions of nucleus-specific energy within cell populations combined with the Monte Carlo method and microdosimetric analysis. Furthermore, the 10 × Genomics single-cell sequencing technology was employed to capture the heterogeneity of individual cell responses to low-dose radiation in the same irradiated sample. The numerical uncertainties can be found both in the specific energy distribution in microdosimetry and in differential gene expressions in radiation cytogenetics. Subsequently, the distribution of nucleus-specific energy was compared with the distribution of differential gene expressions to guide the selection of differential genes bioinformatics analysis. Dose inhomogeneity is pronounced at low doses, where an increase in dose corresponds to a decrease in the dispersion of cellular-specific energy distribution. Multiple screening of differential genes by microdosimetric features and statistical analysis indicate a number of potential pathways induced by low-dose exposure. It also provides a novel perspective on the selection of sensitive biomarkers that respond to low-dose radiation.

## Introduction

Low-dose ionizing radiation typically does not lead to rapid cell death or immediate damaging response in tissues (organs). However, it may increase an individual's long-term risk for carcinogenesis and genomic instabilities^1^ and is associated with non-cancer health outcomes such as cardiovascular diseases, neurological disorders, immune function disorders, and cataracts^2^. The linear no-threshold (LNT) model is currently the standard model used to describe the relationship between radiation dose and cancer risk^3^. Its prediction results are consistent with epidemiological data from atomic bomb survivors in Japan^4–6^. Additionally, in vitro studies have identified bystander effects and adaptive responses, suggesting a nonlinear induction of low-dose radiation effects^7–10^. Nevertheless, experimental results and epidemiological surveys indicated a nonlinear relationship between low-dose biological effects and radiation dose^11–13^, which contradicts the assumptions of the LNT model.

Under low-dose irradiation conditions (defined as doses below 100 mGy or low dose rates below 5 mGy/h)^1^, common cellular damage (e.g., cell survival fractions or DNA damage) cannot directly be observed by conventional experimental methods compared to high-dose radiation. Instead, phenomena like bystander effects, radiation hormesis, and adaptive responses to low-dose radiation have been observed^14–21^. Given the diversity of low-dose biological effects, identifying them in a mutually supportive manner is challenging.

Due to the stochastic nature of radiation interactions with matter, there are notable variations in the distribution of radiation energy deposition at the microscopic level^22^. Many biophysical models have established links between radiation dose and biological effects, considering the stochastic nature of radiation effects^23–26^. For low-dose radiation, there is a plausible assumption that the numerical uncertainty in microscopic doses significantly contributes to the uncertainty in biological effects^27,28^. Therefore, it is necessary to explore methods and indicators that can characterize this uncertainty in terms of radiation dosimetry and biological effects.

From the perspective of physical dosimetry, macroscopic dose indicators can only reflect the overall average dose in the irradiated material. As a result, capturing statistical fluctuations within microscopic volumes is challenging, especially in the case of low-dose radiation when influenced by the stochastic nature of interactions. Furthermore, microdosimetry theory can characterize the statistical fluctuations in the microscopic volume of radiation energy deposition by quantifying dose distributions at the micrometer scale^29^. Some studies have already demonstrated the uncertainty of cell-scale dose distribution. However, these studies typically used simple geometric shapes (spheres, ellipsoids, cubes, etc.) to represent cell shapes^25,27,30–32^. This approach may affect the accuracy of cellular dose estimation to some extent due to the irregular morphology of realistic cells. By combining the previously established cell mesh-type models and Monte Carlo (MC) methods in our previous work, the "actual dose" (specific energy) within the individual cell nucleus and their dose distribution among the cell population resulting from low-dose exposure can be determined^33,34^.

In terms of biological effects, traditional methods used in radiation biology experiments, such as survival fraction and DNA double-strand or single-strand break yields, can only provide a general assessment of the damage suffered by all cells within a given sample. Under the same irradiation conditions, these methods cannot capture the heterogeneity in the response of irradiated individual cells within samples, especially for low-dose radiation. The 10 × Genomics single-cell sequencing technology enables precise mapping of the biological information triggered by low-dose radiation to each cell, facilitating accurate identification of changes in gene expression levels within cell populations induced by low-dose radiation^35,36^. Therefore, single-cell sequencing technology provides insights into the gene expression levels of individual cells exposed to low doses, thus revealing the distribution of differential gene expressions within these cell populations, which represents uncertainties of biological responses.

This study improves the cell mesh-type models from our previous works^33,34^. The factors influencing the distribution of cellular doses resulting from external exposure to photon beams were evaluated through a monolayer mesh-type cell population model and the MC method. Through single-cell sequencing, the cell line exposed to low-dose radiation was examined to reveal variations in gene expression among different irradiation groups. The characteristics of nucleus dose distribution obtained from microdosimetric analysis were used as indicators to identify differential genes, which were then subjected to essential bioinformatics analysis. Moreover, this study attempted to establish an effective connection between the "nucleus-specific energy distribution" and the "differential gene expression distribution". This connection can facilitate the exploration and development of biomarkers that are highly sensitive to low-dose radiation, thereby revealing the mechanisms of the molecular biological effects under low-dose radiation conditions using microdosimetric methods.

## Materials and methods

Lung injury induced by radiation is a common side effect of radiotherapy. Hence, the human normal lung epithelial cell line (BEAS-2B) was selected as the research subject in this study. The cell-specific energy distribution and gene expression distribution within a cell population induced by low linear energy transfer (LET) photon external irradiation were investigated through simulations and experiments. With the development of the cell computational model, MC simulations, and microdosimetric analysis, the cell-specific energy distribution was acquired. Furthermore, the gene expression distribution was obtained by performing single-cell sequencing on irradiated cells. Finally, the results were compared to identify differential genes that met both microdosimetric distribution characteristics and statistical significance criteria, which were then subjected to bioinformatics analysis.

### Constructions of monolayer cell population models in PHITS

The Particle and Heavy Ion Transport code System (PHITS) is a general-purpose MC radiation transport code that can simulate the behavior of most particle species, which allows for definitions of tetrahedron geometry^37^. Since the cellular dose is significantly influenced by shape and volume, it is inadequate to rely solely on regular geometries such as spheres or cubes when assessing cellular dose^32,34^. The mesh-type cell model is a kind of tetrahedral model that can be directly imported into PHITS for estimating cellular doses, which is reconstructed from laser confocal tomography images of stained cells. Based on our preliminary work, we constructed a monolayer mesh-type cell population model that approximates the replicates of in vitro cell culture scenarios. The monolayer mesh-type cell population model comprised three distinct "lattices" including the "Cell lattice", the "Water lattice", and the "Air lattice", representing the positions and materials of cells inside the petri dish, the culture medium inside the dish, and the air surrounding the round-bottomed petri dish, respectively. It's worth noting that the size of "lattices" should be slightly larger than the overall volume of the cells. Depending on different objectives, the "lattices" can be combined to monolayer cell population models with different shapes and number densities. In this work, circular monolayer cell population models (Fig. 1, PART 1-panel B) and square monolayer cell population models (Fig. 1, PART 1-panel C) were constructed. The diameter of the circular cell population model was approximately 6.4 mm (corresponding to a 96-well plate well), which holds a total of 1134 cells. In the square cell population models, two sizes (approximately 5.9 mm × 3.9 mm and 1.2 mm × 0.8 mm) and two number densities (8000 cells and 1500 cells) were considered.

**Figure 1:**
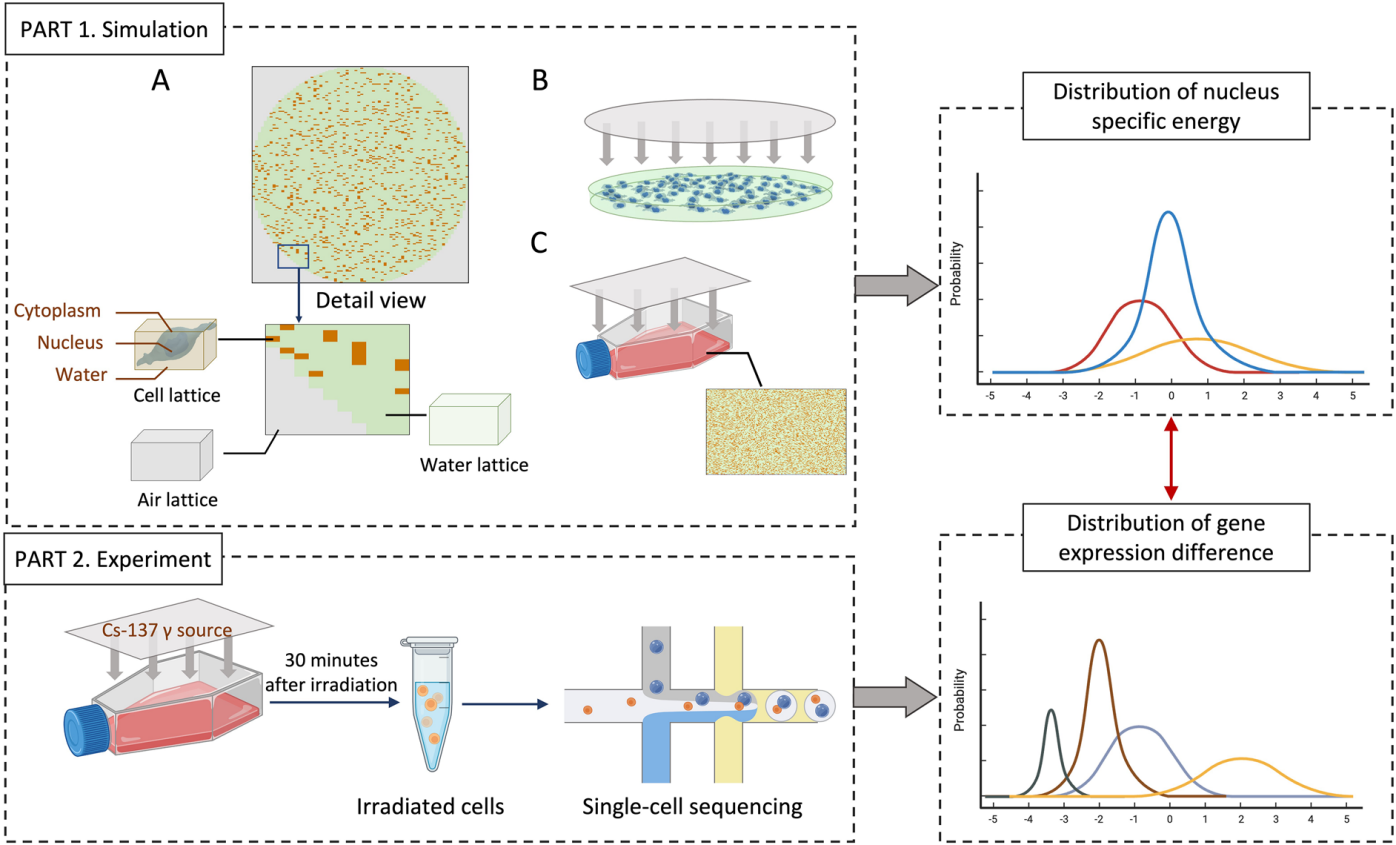
The schematic diagram of the simulation and experimental workflow. Part 1 outlines the process of constructing a monolayer cell population model. (**A**) is an overhead view of the monolayer cell population model along with an enlarged detail. (**B**) and (**C**) represent schematic illustrations of Monte Carlo simulations for irradiation scenarios in circular and square culture dishes containing the monolayer cell population model (the gray planes indicate the monoenergetic photon external irradiation source). Part 2 illustrates the workflow for cell irradiation and single-cell sequencing. A connection is established between these two categories of distributions obtained through Part 1 and Part 2. The Monte Carlo simulations from Part 1 provide the specific energy distribution within cell nucleus, while the sequencing results from Part 2 reveal the distribution of gene expression differences.

In order to assess the sensitivity of cellular morphological parameters (e.g., volume and shape) to the dose distribution within cell populations, similar mesh-type models and simplified geometric models were constructed for comparison. The simplified geometric model is referred to as the "Geometry-type model", which replaces the mesh-type model in the "Cell lattice" of Fig. 1, PART1-panel A with concentric ellipsoids. The projected dimensions of these concentric ellipsoids in the three-dimensional coordinate system are the same as for the mesh-type model, and the dimensional parameters of the cell models are listed in the Supplementary Material S.1.

### Monte Carlo simulations

This study used PHITS version 3.30 for MC simulations. The mesh-type model was in a tetrahedral geometry format and was imported through TetGen format files with ".ele" and ".node" extensions. The EGS model was employed to simulate and record the transport of radiation particles^38^. To ensure sampling efficiency, the radiation source was set to slightly larger than the dimensions of the monolayer cell population model, as shown in panels B and C of Fig. 1, PART 1. For the circular cell population model (as shown in Fig. 1, PART1-panel B), the source was initialized with monoenergetic photons of energies 0.1, 0.2, 0.5, and 1 MeV. For the square cell population model (as shown in Fig. 1, PART1-panel C), the source was set to Cs-137 external irradiation photons with an energy of 661.7 keV. The cutoff energies for photons and electrons were set as 1 keV. Afterward, the dose distributions within the petri dish for different cumulative absorbed doses on cells and their nucleus were calculated. The number of particles in each simulation varies depending on cumulative doses, as detailed in Supplementary Material S3. In order to obtain specific energies at different expected cumulative macroscopic dose levels, it is necessary to multiply the direct output of the [t-deposit] tally of the energy deposition or dose results renormalized by particle number by the corresponding particle number. The dose per cell nucleus or cytoplasm within a cell population and its systematic error can be directly obtained from the PHITS results. The specific energies of individual cells are then divided into several bins from low to high to form a frequency distribution. However, the errors associated with frequency distributions cannot be directly obtained by PHITS. Therefore, we performed three separate runs for each simulation to statistically determine the frequencies corresponding to each energy bin. The error bars represent the standard deviation of the probabilities for each bin of the distribution obtained from the three calculations.

In the monolayer cell population model, the "water lattice" was made of liquid water (H_2_O, 1 g/cm^3^), The material surrounded by the round-bottomed petri dish ("Air lattice") was set as air. The material of the cell nucleus and cytoplasm in the "Cell lattice" is based on the work of Incerti et al., as detailed in Supplementary Material S2^39^.

### Microdosimetric assessment

In microdosimetry theory, the concept of specific energy (denoted as $$z$$) is used to express the actual dose deposited per unit mass in a given microvolume, i.e., $$z=\varepsilon /m$$, where $$\varepsilon $$ represents the imparted energy (in J), and $$m$$ is the mass of the microvolume (in kg). The specific energy distribution within a site caused by a single event is represented as $${f}_{1}\left(z\right)$$, which encompasses all the interaction processes initiated by an initial particle and its secondary electrons. To achieve a certain cumulative dose at a macroscopic level, it is necessary to consider specific energy distributions resulting from numerous initial particles (i.e., multiple events). When the absorbed dose is denoted as $$D$$, the frequency distribution function of specific energy $$z$$ can be expressed by:

1 $$F\left(z,D\right)=P(Z\le z,D)$$

The differential form $$f\left(z,D\right)$$ can be expressed by:

2 $$f\left(z,D\right)=dF\left(z,D\right)/dz$$

where $$f\left(z,D\right)$$ represents the probability of having a specific value of specific energy $$z$$ for an absorbed dose of $$D$$; $$f\left(z,D\right)*dz$$ represents the probability of specific energy falling within the range of $$z$$ to $$z+dz$$. In this study, the cell nucleus was considered as the sensitive volume for quantifying the energy deposition characteristics within the cell population. On this basis, the specific energy distribution for the cell nucleus and its corresponding mean value can be obtained, denoted as $$f\left(z,D\right)$$ and $$\overline{z }$$, respectively. To assess the statistical variability of the distribution, the ratio of the standard deviation to the mean value of $$f\left(z,D\right)$$ was employed, represented as $$\sigma /\overline{z }$$, which is referred to as the statistical variability of the distribution. $$\sigma $$ represents the standard deviation of specific energies of each cell nucleus or cytoplasm within the cell population.

By convolving the energy spectrum of a single event, the energy spectrum of multiple events can be obtained:

3 $${f}_{v}\left(z\right)={\int }_{0}^{{z}_{max}}{f}_{v-1}(z-{z}^{\prime}){f}_{1}({z}^{\prime})d{z}^{\prime}={f}_{1}\left(z\right)*{f}_{v-1}\left(z\right)$$

where $${f}_{v}\left(z\right)$$ represents the specific energy frequency distribution obtained by convolving the specific energy frequency distribution of a single event $${f}_{1}\left(z\right)$$ by $$v$$ times. The value of $$v$$ depends on the desired macroscopic dose level. Assuming that the total dose level caused by a single initial particle is $${D}_{1}$$, then when the cumulative dose reaches $$D$$, $$v$$ can be determined as follows

4 $$v=D/{D}_{1}$$

Note that $$v$$ should be an integer. $${D}_{1}$$ also refers to the convolved distributions with a certain dose value. Detailed explanations of convolution integrals can be found in Supplementary Material S4.

$$f\left(z,D\right)$$ represents a distribution that reflects fluctuations in the energy deposition by radiation particles within a microscopic volume. The specific energy distribution of cells is a continuous probability distribution function (PDF), which tends to exhibit a shape similar to that of a normal distribution. To quantitatively compare the differences in specific energy distributions under different conditions with a normal distribution, normal distributions were generated that can be used for comparison with the specific energy distributions. The mean and standard deviation of the normal distribution are derived from the specific energy distribution obtained from Monte Carlo simulations.

To quantify the differences between specific energy distributions by PHITS, convolution distributions, and normal distribution, the root mean square error (RMSE) is calculated:

5 $$RMSE=\sqrt{\left[\sum_{i=1}^{N}{\left({f}_{i,reference}-{f}_{i,MC}\right)}^{2}\right]/N}$$

where $${f}_{i,MC}$$ represents the specific energy frequency distribution $$f\left(z,D\right)$$ obtained from MC simulations, $$N$$ is the number of bins in $$f\left(z,D\right)$$, and $${f}_{i,reference}$$ represents convolution or normal distributions. RMSE was used as a metric to ensure comparability and facilitate comparisons under the same parameters. In order to achieve meaningful horizontal comparisons, it is necessary to ensure that the bin lengths remain uniform.

### Cell irradiation conditions and single-cell sequencing

In this study, the BEAS-2B cell line was exposed to the Cs-137 gamma-ray source. The Cs-137 irradiation equipment was designed and manufactured by Hopewell Designs company. The irradiation doses were 10 mGy, 100 mGy, and 1 Gy, where 10 mGy and 100 mGy belonged to the low-dose group, while 1 Gy belonged to the high-dose group. The dose rate was maintained at 100 mGy/min, and the irradiation was conducted using the T25 culture bottle.

Irradiated cells cultured for 30 min were processed by 10 × Genomics single-cell sequencing, as illustrated in Fig. 1, Part 2. This process produced a two-dimensional matrix comprising cells and their corresponding gene expression levels. A total of 23,517 genes were collected for each group, each containing approximately 10,000 cells.

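In the deposited matrices, 36601 genes were listed for each of the 4 libraries, and 23201 of them had at least 1 UMI in every library. In single libraries the number of genes with a UMI was 26170 in the control, 25651 at 10 mGy, 24954 at 100 mGy and 26244 at 1 Gy. The matrices held 11111 cell barcodes in the control, 21514 at 10 mGy, 19950 at 100 mGy and 15510 at 1 Gy. In each library a separate group of barcodes had a UMI count that stayed below the library median even when multiplied by 3. These low-UMI barcodes made up 19.6% of the control, 41.4% at 10 mGy, 27.4% at 100 mGy and 25.4% at 1 Gy. Without them, 8937, 12603, 14477 and 11566 barcodes were left, in the same order of doses.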

### Multiple screening of differential genes and bioinformatics analysis

Frequency distributions of gene expression differences were separately generated for the low-dose group (10 mGy and 100 mGy). In addition, these expression differences were calculated by dividing the gene expression values of each cell by the mean expression of that gene in the control group.

The selection of differential genes was performed in three steps. The first step was to statistically compare the mean gene expression values between irradiated and control groups to identify differentially expressed genes. Differential gene selection was performed by calculating the mean expression for each gene and applying filtering criteria based on fold change (FC) and statistical significance (p-value). The thresholds for FC and p-values were set at 1.2 and 0.05, respectively. In order to further analyze the data, we used RStudio version 3.6.2 and the ClusterGVis package. The transcriptome data from each series was clustered into distinct clusters using the mfuzz algorithm. Heatmaps and box plots were generated for each cluster to visualize trends and identify differentially expressed genes related to the dose. Additionally, Cytoscape version 3.9.1 and the MCODE plugin were used to select protein–protein interaction (PPI) network modules^40^. The criteria for selecting modules include a degree cutoff of 2, a node score cutoff of 0.2, a k-core of 2, and a maximum depth of 100. Finally, the CytoHubba plugin^41^ was used in the target network to calculate the node scores in a computational mode to select the top 100 hub genes, referred to as "Cytoscape merge".

The second step focused on selecting differential genes that exhibit features consistent with microdosimetric distributions. Simulation results of cellular-specific energy distributions revealed that the dispersion of specific energy distributions decreases with increasing cumulative dose. Based on this pattern, it could be concluded that the criterion for screening differential genes (referred to as "microdosimetric merge") was that their expression differences show decreased dispersion with increasing irradiation dose. Genes meeting both criteria were further ranked based on their RMSE values between gene expression distribution and their normal distribution with the same mean value and standard deviation. Finally, the top 50 genes (termed as "multi-filtered" genes) were selected for subsequent bioinformatics analysis.

Subsequently, differential gene enrichment analysis was performed using RStudio version 3.6.2. The analysis involved generating the top 10 team plots for GO and KEGG analysis using the GOplot R and ggplot software packages, respectively^42–45^.

## Results

### Characteristics of nucleus-specific energy distribution

Figure 2 illustrates the specific energy distribution of the cell nucleus (solid lines) in a monolayer cell population model caused by monoenergetic photons with 4 types of incident energies (0.1 MeV, 0.2 MeV, 0.5 MeV, and 1 MeV) at the same macroscopic dose level (5 mGy). It also compares the distribution differences caused by different types of cell models (i.e., the geometric-type model and the mesh-type model). The Supplementary Material S5 displays the mean and standard deviation of specific energy distributions for different parameters. The normal distributions (dashed lines) are plotted based on the same mean and standard deviation for each MC distribution. RMSE values calculated by comparing various distributions are listed in the supplementary materials S8. RMSE values between MC results and normal distributions exhibit minimal sensitivity to the incident energy, mostly around 4 × 10^–3^. The average specific energy of the cell nucleus within the cell population is not equivalent to the macroscopic dose level. In this context, the macroscopic dose level represents the cumulative average absorbed dose within the culture medium of the petri dish with liquid water and without cells. Regardless of the type of cell model, the average specific energy of the cytoplasm or cell nucleus is generally 1.2 times the macroscopic average dose, and this ratio slightly increases with increasing photon incident energies. However, there is no direct correlation between dispersion and incident energy. There are also slight differences between the macroscopic dose with different materials as shown in the supplementary material S3. The macroscopic doses of petri dish filled with geometry-type or mesh-type cells with the cell materials are different from those with liquid water. The type of cell model within a cell population can influence the macroscopic dose of culture dish, but it does not affect the average specific energy of the cell nucleus or cytoplasm.

**Figure 2:**
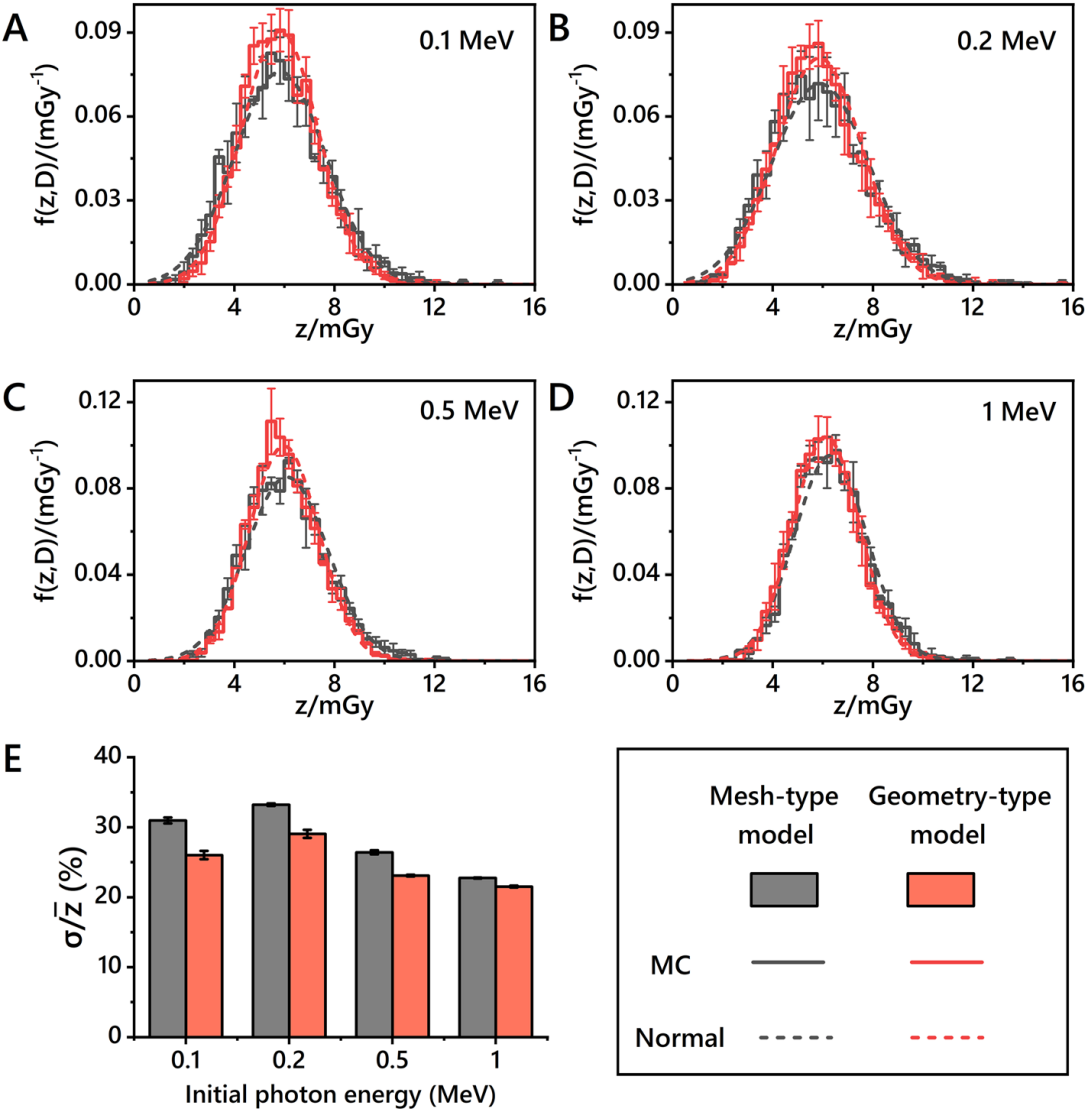
Specific energy distributions of cell nucleus in the monolayer cell population model for monoenergic photons with incident energies of 0.1 MeV (**A**), 0.2 MeV (**B**), 0.5 MeV (**C**), and 1 MeV (**D**) at the macroscopic dose level of 5 mGy. The mesh-type (black) and geometric-type (red) models are considered. The solid lines represent the actual specific energy distributions, while the dashed lines represent the normal distributions by the mean and standard deviation of the specific energy distribution obtained from MC simulations. Panel E provides a comparison of the dispersion of specific energy distributions obtained from two types of cell population models.

Compared with the geometric-type model, the mesh-type model exhibits higher dispersion in the specific energy distribution of both the cytoplasm and cell nucleus. With photons of an initial energy of 0.1 MeV, the dispersions of specific energy distributions for the cytoplasm and nucleus in the mesh-type cell population model are 15.08% and 30.98%, respectively, while those in the geometric-type model are 11.66% and 26.02%, respectively. More detailed information regarding the differences in the distribution of the cell nucleus and cytoplasm can be found in Supplementary Material S5. Combining the distributions from Fig. 2 and S6 and the dispersion values listed in S5, it can be seen that the model type affects the dispersion of the cell nucleus or cytoplasm-specific energy distribution.

Figure 3 presents the cell nucleus-specific energy distribution within a monolayer geometric-type cell population model at 6 different cumulative macroscopic dose levels, ranging from 5 to 500 mGy. These distributions are accompanied by normal distributions with the same mean and standard deviation as specific energy distributions. The specific energy distribution at a cumulative dose of 5 mGy obtained through MC simulation (Fig. 3A) is the convolved distribution, which means other convolution distributions in Fig. 3B–F are derived from the MC distribution in Fig. 3A by convolution integral. With different convolution times, nucleus-specific energy distributions at varying cumulative dose levels were obtained. The dispersion of the specific energy distribution decreased with increasing cumulative dose, indicating that the cell nucleus-specific energy had more statistical fluctuations at lower dose levels. The average specific energy of the cell nucleus, whether obtained through MC simulation or convolution, remained constant at any macroscopic cumulative doses.

**Figure 3:**
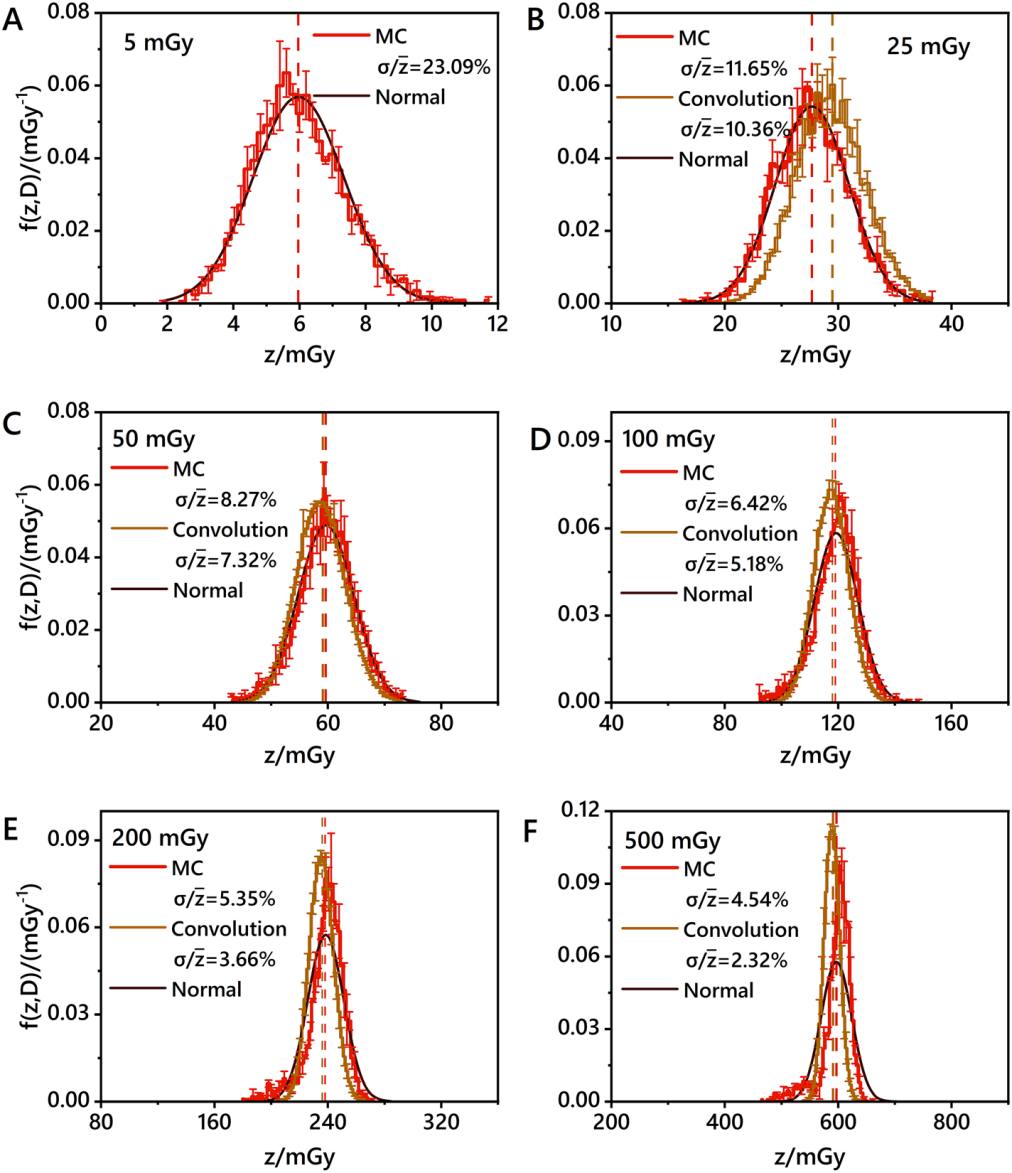
Specific energy distributions of cell nucleus in a monolayer geometric-type cell population model for monoenergetic photons with an incident energy of 0.5 MeV at cumulative macroscopic dose levels of 5 mGy (**A**), 25 mGy (**B**), 50 mGy (**C**), 100 mGy (**D**), 200 mGy (**E**), and 500 mGy (**F**). The red line represents the specific energy distribution obtained by MC simulations. Brown lines represent specific energy distributions obtained through convolution with different times, starting from the specific energy distribution of cell nucleus at a cumulative dose of 5 mGy, which was obtained through MC simulation. Black lines represent normal distributions by the mean and standard deviation of the specific energy distribution obtained from MC simulations.

Distributions generated by convolution generally reflect the characteristics of specific energy distribution obtained from MC simulations. However, there are some differences between these two distributions. In terms of dispersion, the deviation increases as the number of convolutions increases. This deviation is primarily characterized by an underestimation of dispersion in the convolution distribution. At a cumulative dose of 500 mGy, the dispersion of the specific energy distribution obtained through MC simulation is 4.54%, while that of the convolution distribution's dispersion is 2.32%. The RMSE values also reflect similar trends. As shown in S8.3, the RMSE between MC and convolution increases with increasing cumulative dose. However, the convolution algorithm cannot predict specific energy distribution at a cumulative dose of 25 mGy because the mean value is significantly biased (Fig. 3). Moreover, RMSE values between normal and convolution distributions are greater than those between MC and convolution distributions. Convolution distributions appear to be more symmetric around the mean value.

As can be seen from S8.3, under the same geometric conditions, the RMSE value between MC and normal distributions does not reach its maximum at a cumulative dose of 1 mGy. However, it exceeds the values observed at low doses (cumulative dose of 5 mGy) for other conditions, as indicated in S8.1 and S8.2. This difference also leads to the noticeable differences for very low macroscopic dose (1 mGy) between MC and normal distributions in S7 (Panels A, C, F). As specific energies cannot be negative, even if the specific energy distribution is similar to the normal distribution at a macroscopic dose of 1 mGy (symmetrical around a certain value), this value is not equal to the mean specific energy. Conversely, the normal distribution with the same mean and standard deviation only encompasses the portion of its abscissa greater than 0.

At high dose levels, MC simulation results tend to exhibit higher frequencies within narrower specific energy ranges. In contrast, the distribution obtained through convolution is less similar to the normal distribution according to S8.2. To assess the impact of petri dish geometry factors such as shape, size, and cell number density on the specific energy distribution of the cell nucleus, the specific energy distribution of the cell nucleus under Cs-137 external photon irradiation at various cumulative doses was obtained, as shown in Supplementary Material S7. The results indicate that the dispersion of the specific energy distribution of the cell nucleus within a monolayer cell population is unaffected by geometric factors under uniform radiation from the same source. In a large square petri dish (5.9 mm × 3.9 mm) with 8000 cells and a cumulative dose of 10 mGy, the dispersion of the distribution is 15.55%, with a mean specific energy of 12.13 mGy. For petri dishes with 8000 and 1500 cells, the corresponding values are 15.30%, 11.46 mGy, and 15.16%, 10.95 mGy, respectively. Additionally, the observed trend remains consistent among petri dishes of different geometries: the dispersion decreases as the cumulative dose increases. The convolution method can also be used to predict the specific energy distribution at high cumulative doses based on the distribution at lower cumulative doses. For instance, the dispersion of the specific energy distribution obtained through MC simulation is 5.02% at a cumulative dose of 1 mGy, and the convolution-derived distribution is 4.86% at a cumulative dose of 100 mGy.

### Differential gene expression distributions in the low-dose group

Based on the results of MC simulation and microdosimetric analysis, under low cumulative dose conditions, the nucleus-specific energy distribution potentially exhibits a pattern approximating a normal distribution, and its dispersion decreases with the increasing dose. In light of this insight, we statistically analyzed the dispersion of gene expression differences in the low-dose group and selected the genes demonstrating "expression difference distribution dispersion decreasing with increasing cumulative dose". 

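BEAS-2B is an immortalized line of human bronchial epithelial cells. Cells irradiated with 10 mGy, 100 mGy or 1 Gy, and control cells, were sequenced 30 min after irradiation, with 1 library per dose. In the droplet method used, each cell receives a barcode and each captured mRNA molecule a unique molecular identifier (UMI). The authors deposited the number of UMIs counted per gene and barcode by Cell Ranger 7.0.1, without normalization. The genome build and annotation behind the counts are not given in the sources used here. The libraries held 212804850 UMIs in the control, 285806026 at 10 mGy, 244474368 at 100 mGy and 211752280 at 1 Gy. The median UMI count per barcode was 19771 in the control, 13757 at 10 mGy, 12417 at 100 mGy and 14277 at 1 Gy. Each dose has 1 library and no replicate, since the cells of a library are not replicates, and the dose and the library cannot be told apart. Intervals are exact 95% intervals and cover counting error only. For each barcode, UMIs were scaled to a total of 10000, and the dispersion of a gene was taken as the standard deviation over the mean across all deposited barcodes of a library. Genes with a mean of at least 10 counts per 1000000 (CPM) over the 4 libraries were used, 8507 in all.

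**Figure D1:**
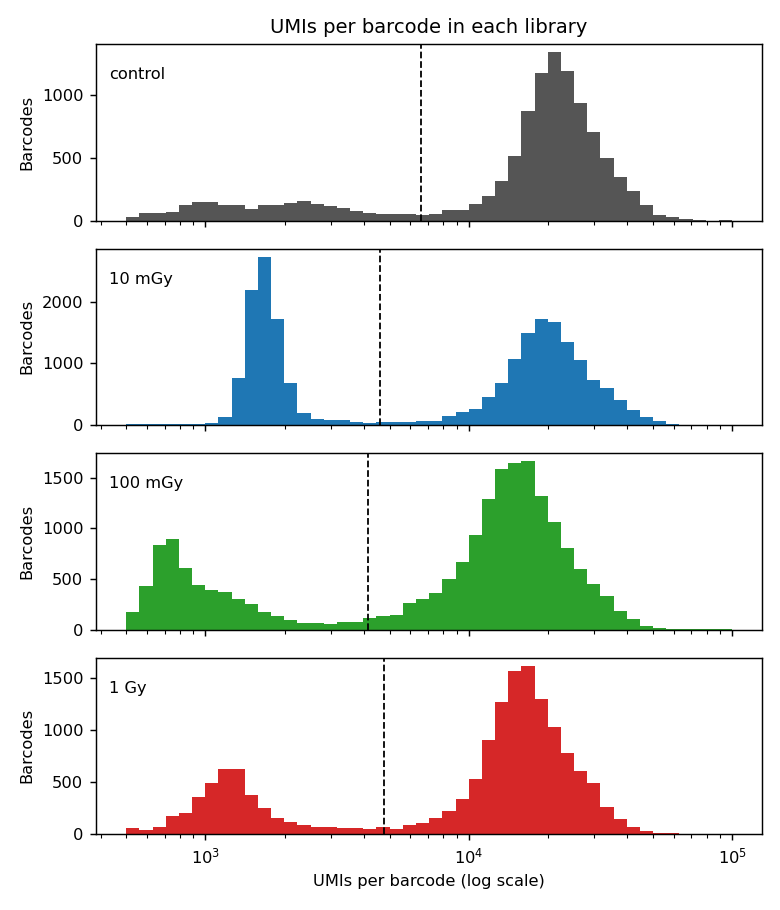
UMIs per barcode (x axis, log scale) and number of barcodes (y axis) in the control, 10 mGy, 100 mGy and 1 Gy libraries. The dashed line marks the library median divided by 3, with 8911 barcodes to its left at 10 mGy and 2174 in the control.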

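Of the 8507 genes, 120 (1.41%) had a lower dispersion at 100 mGy than at 10 mGy. Of the 100 genes of the study's own list ("Microdosimetric merge" in Supplementary Material S9), 1 did. The count moved with the scaling, with the barcodes that were taken as cells and with counting noise. Such noise adds to this dispersion and is larger at low depth. Without low-UMI barcodes the median was 19927 UMIs at 10 mGy and 15108 at 100 mGy. With the counting variance subtracted (excess dispersion), 4349 of 8507 genes (51.1%) and 1 of the 8 genes of Fig. 4 were lower at 100 mGy. In simulated data excess dispersion came out low. With every barcode kept, unscaled UMIs gave 3736 genes and 100 of the study's 100. Thinned to 1500 UMIs per cell, 3293 genes and 63 of the 100 fell, but this also left out the shallower barcodes, 2048 at 10 mGy and 4576 at 100 mGy. Without the low-UMI barcodes it was 28 genes, and 0 of the study's 100. With a minimum of 700 detected genes per barcode it was 8479 genes (99.7%), and 100 of the study's 100. This minimum kept 98.9% of the low-UMI barcodes at 10 mGy and 33.6% of those at 100 mGy. It was chosen after the data were examined, from 53 selections of barcodes whose dispersions were set beside those printed in Fig. 4. In 24 of the 53 selections all 8 genes of Fig. 4 had a lower dispersion at 100 mGy, and in the other 29 between 0 and 3 of them did. The 24 selections had a minimum between 500 and 1000 genes per barcode. The simulated dispersion of specific energy decreases with the dose, and the paper takes the same decrease in gene expression as its criterion for selecting genes.

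**Figure D2:**
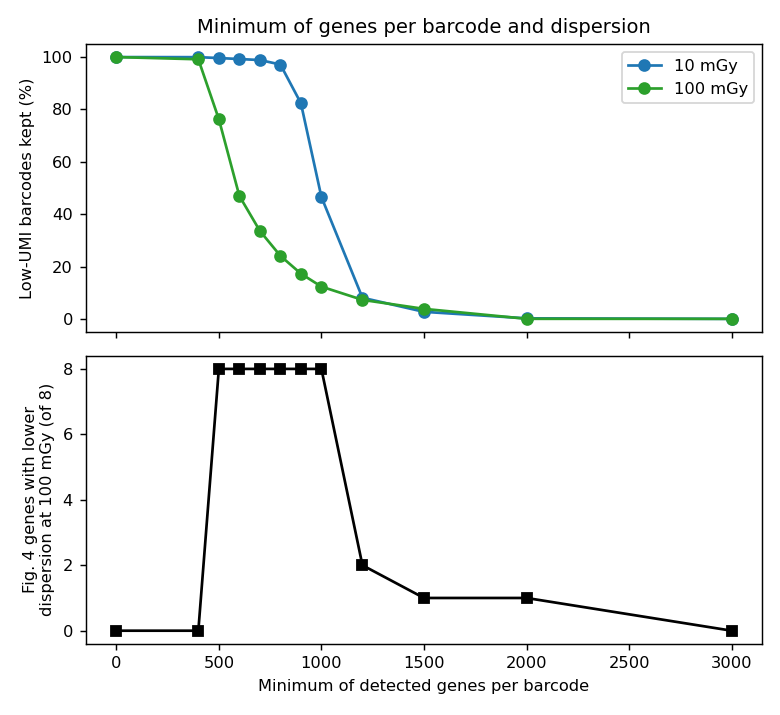
Share of low-UMI barcodes kept at 10 mGy and 100 mGy (upper panel, %) and number of the 8 genes of Fig. 4 with a lower dispersion at 100 mGy (lower panel) against the minimum of detected genes per barcode. The lower panel reaches 8 genes between minimums of 500 and 1000, where the shares kept differ between the libraries.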

Subsequently, the mean and standard deviations of the expression distribution were deduced to a normal distribution, and the RMSE was calculated between the expression difference dispersion distribution and the normal distribution. A smaller RMSE indicates a closer approximation to a normal distribution. The selected genes were categorized into the low-dose group (10 mGy and 100 mGy) based on the compared RMSE between expression difference distribution and normal distribution, and the top 100 differentially expressed genes were chosen. For more details, please refer to the "Microdosimetric merge" in Supplementary Material S9.

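The selection was repeated on all deposited barcodes. The RMSE was taken between a histogram of 50 equal bins and the normal curve with the same mean and standard deviation, and averaged over 10 mGy and 100 mGy. Among the genes with a lower dispersion at 100 mGy, the 100 with the smallest RMSE shared 1 gene with the study's list. The overlap could not be larger, since 1 gene of that list had a lower dispersion at 100 mGy in this setting. With cells thinned to 1500 UMIs and shallower ones left out, the overlap was 30 genes. In the unthinned data the 100 genes were drawn from only 120 with a decreasing dispersion.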

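Among the genes plotted, RPL18 (ENSG00000063177) had a dispersion of 33.3% at 10 mGy and 36.1% at 100 mGy over all deposited barcodes, and RPL29 (ENSG00000162244) had 35.0% and 37.7%. The dispersion of RPL26 was 36.7% at 10 mGy and 39.4% at 100 mGy, that of RPS15A was 34.4% and 35.7%, and that of RPL17 was 40.7% and 43.0%. For the mitochondrially encoded MT-CO1 and MT-ND4 it was 56.0% and 56.7% at 10 mGy, and 57.6% and 58.4% at 100 mGy. In all, 0 of the 8 genes of Fig. 4 had a lower dispersion at 100 mGy. Over the 8 genes, the median dispersion was 41.3% in the control, 38.7% at 10 mGy, 41.2% at 100 mGy and 47.8% at 1 Gy. With a minimum of 700 genes per barcode the medians were 36.5%, 38.4%, 29.4% and 44.1%, where the minimum kept 80.8% of the low-UMI barcodes at 1 Gy. With unscaled UMIs they were 65.5%, 95.7%, 84.1% and 74.7%.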

Figure 4 displays the expression distribution (bar charts) of the selected differential genes in BEAS-2B cells from the low-dose group (10 mGy and 100 mGy) following single-cell sequencing analysis. It also virtually represents the normal distributions (solid lines) derived from the mean and standard deviations of these expression distributions. 

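The RMSE against the normal curve, on 50 bins, was lowest for RPL18, with 0.00645 at 10 mGy and 0.00887 at 100 mGy. For RPL17 it was 0.0113 and 0.0129. MT-CO1 had the highest values of the 8 genes, 0.0152 at 10 mGy and 0.0179 at 100 mGy. In this setting 0 of the 8 genes were closer to the normal curve at 100 mGy than at 10 mGy. The order depended on the setting, with 6 of the 8 closer at 100 mGy at a minimum of 700 genes per barcode, and 8 with unscaled UMIs. The RMSE depends on the bins, and for RPL18 at 100 mGy it was 0.00464 with 100 bins.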

The results indicate that some differential genes are sensitive to low-dose radiation, and their expressions undergo numerical statistical fluctuations under low-dose conditions. Supplementary Material S10 lists the average expression levels of several differential genes in the irradiated groups. It can be observed that the expression trends of specific differential genes are inconsistent between the low-dose and high-dose groups. For instance, RPS5, RPS28, and RPS12 were upregulated under low-dose conditions, and their differential expression levels increased with the addition of dose. Conversely, the high-dose group had downregulated expression levels, indicating a negative correlation between radiation dose and differential expression.

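The ratio of the mean scaled expression to that of the control was computed for genes of Supplementary Material S10. At 10 mGy, RPL30 was at 1.76, RPS16 at 1.39 and RPL18 at 1.34. At 100 mGy the same genes were at 1.96, 1.41 and 1.47, and at 1 Gy at 1.06, 0.882 and 0.865. SRRM2 and SF3B2 were lower than in the control at both low doses, with 0.679 and 0.710 at 10 mGy and 0.675 and 0.730 at 100 mGy. At 1 Gy they were at 0.941 and 1.02. Relative to the control, the median log2 ratio of all 8507 genes was -0.32 at 10 mGy, -0.38 at 100 mGy and 0.00 at 1 Gy, so that the ribosomal protein genes rose while most genes fell. Across 8402 other genes the log2 ratio fell with the exonic length of the gene, with a Spearman rho of -0.63 at 10 mGy and -0.15 at 1 Gy. Exonic length joins all annotated exons of a gene. At 10 mGy, rho was weaker with transcript length (-0.446) and with gene span (-0.455). Genes are not independent replicates.

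**Figure D3:**
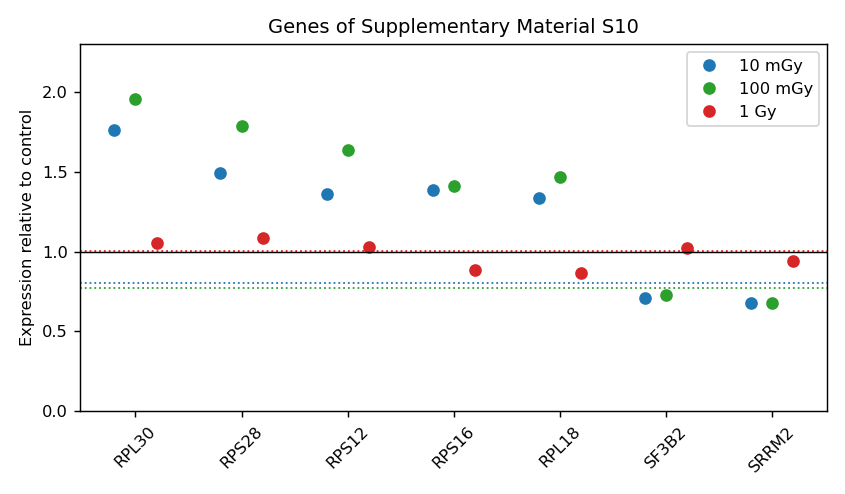
Mean expression relative to the control (y axis) of 7 genes (x axis) at 10 mGy, 100 mGy and 1 Gy, 1 library each. Dotted lines show the median of all 8507 genes at each dose. The 5 ribosomal protein genes lie above 1 at both low doses, and SF3B2 and SRRM2 below.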

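RPS28 (ENSG00000233927) lies on chromosome 19 of GRCh38 from 8321158 to 8323340, and RPS12 (ENSG00000112306) on chromosome 6 from 132814441 to 132817564, in the GENCODE 29 annotation. These positions were matched by gene identifier and are not from the deposited files. Summed over all barcodes, RPS28 had 2674 CPM in the control, 3969 at 10 mGy and 4773 at 100 mGy. Its pooled ratio to the control was 1.48 (1.48 to 1.49) at 10 mGy and 1.79 (1.78 to 1.79) at 100 mGy. RPS12 had 2479, 3562 and 4242 CPM, with ratios of 1.44 (1.43 to 1.44) and 1.71 (1.71 to 1.72). Both genes were thus higher at 100 mGy than at 10 mGy, beyond counting error. Variation between cultures or library preparations is not covered.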

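At 1 Gy, RPS28 had 2809 CPM and RPS12 had 2514. The pooled ratios to the control were 1.05 (1.05 to 1.05) and 1.01 (1.01 to 1.02). These genes were therefore lower at 1 Gy than at both low doses, and slightly above the control. From lower expression in the high-dose group, the paper infers a negative correlation between the dose and the differential expression.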

**Figure 4:**
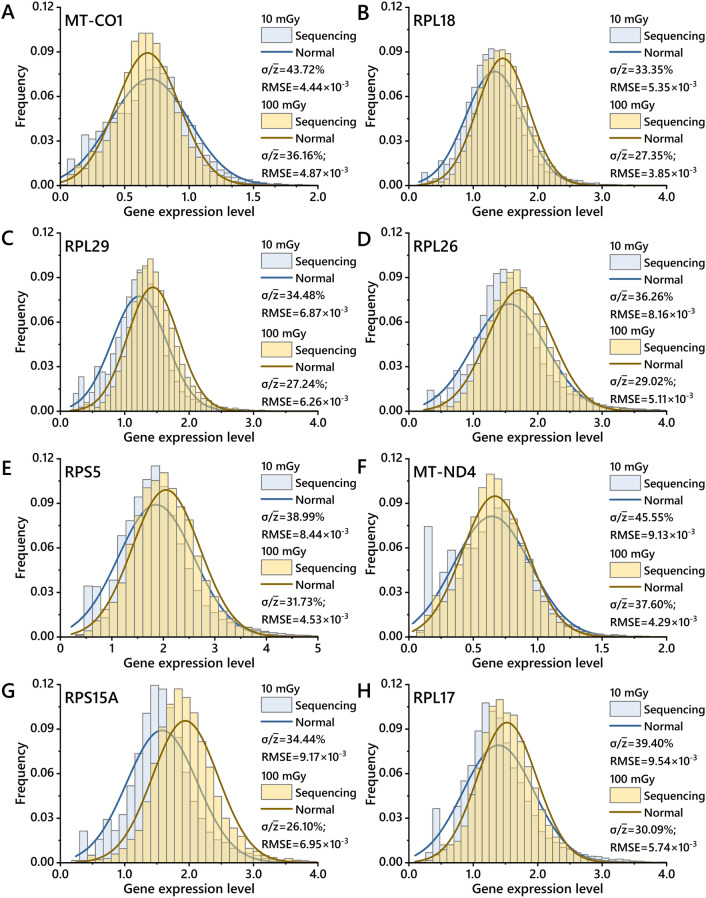
Expression distributions (bar charts) of selected differential genes in BEAS-2B cells irradiated with low doses (10 mGy and 100 mGy) following single-cell sequencing analysis. Normal distributions were obtained by their mean value and standard deviation of expression distributions (solid lines).

### Bioinformatics analysis for multi-filtered genes

We employ the ClusterGVis package and its mfuzz algorithm to segment transcriptome data into distinct clusters based on trends associated with varying irradiation doses. This approach visually illustrates the expression discrepancies among genes in response to different dosage levels. 

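Fuzzy c-means clustering, the method behind mfuzz, was applied to the 4 library means of 12879 genes with at least 1 CPM, each standardized across doses. The number of clusters was 8 and the fuzzifier, from its published formula, was 2.51. Each gene has 4 values, 1 per dose, so a cluster describes these 4 libraries.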

Each gene's alteration trend across different doses is exclusively allocated to a single cluster. 8 gene clusters dependent on irradiation dose were obtained, as shown in Fig. 5A. Specifically, Cluster 3 is the largest cluster with 2124 genes and exhibits a slow decrease in gene expression with increasing doses. However, this trend does not exhibit statistical significance. 

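In the clusters made here, the largest had 2235 genes. Its centre was at 0.77 in the control, -0.90 at 10 mGy, -0.77 at 100 mGy and 0.89 at 1 Gy, in standardized units. The median ratio of its genes to the control was 0.651 at 10 mGy, 0.692 at 100 mGy and 1.03 at 1 Gy. A decrease at every step from the control to 10 mGy, 100 mGy and 1 Gy was seen in 26 of the 8507 genes (0.306%), whereas a random order of 4 values gives 4.17%.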

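A cluster raised at both low doses was found among the 8 clusters. It held 1251 genes, with a median ratio to the control of 1.21 at 10 mGy and 1.31 at 100 mGy. Another cluster, of 1108 genes, was raised at both low doses but higher at 10 mGy, with median ratios of 1.39 and 1.29. The smallest of the 8 had 853 genes and was raised at 10 mGy alone, with median ratios of 1.23 at 10 mGy, 1.02 at 100 mGy and 1.04 at 1 Gy. Scaled by the median ratio over genes, 2209 genes were in the raised cluster. Both low doses were above the control and above 1 Gy in 1726 of 8507 genes (20.3%), and both were below in 5754 (67.6%). With median ratio scaling, 3504 genes (41.2%) were above, so the excess of lowered genes depends on the scaling. Each pattern takes 16.7% of genes in random order.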

By comparison, Cluster 1 contains the smallest number of genes (n = 1310), which are more sensitive to lower doses and were upregulated. When the dose reaches 1 Gy, the recovery of gene expression levels is found. 

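At 1 Gy, the median ratio to the control of the 1251 genes in the cluster raised at both low doses was 1.01. That of the cluster of 1108 genes was 1.01 too. Over all 8507 genes, 5986 were over 1.2-fold from the control at 10 mGy, 6184 at 100 mGy and 240 at 1 Gy. Pearson's r of the log2 ratios at 10 mGy and 100 mGy was 0.94 across genes, where unchanged libraries measured against the same control gave 0.56. Between 10 mGy against control and 100 mGy against 1 Gy, which share no library, r was 0.90, and unchanged libraries gave 0.01. The unchanged libraries were simulated from the control profile with counting error only. Variation between cultures or preparations, or a batch shared by 10 mGy and 100 mGy, is not covered by them. The genes are not independent replicates.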

According to the criteria of FC > 1.2 and p < 0.05, differential genes were selected from the irradiated groups, and 1222 genes were found to be differentially expressed across all three groups.

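By the size of the ratio alone, 140 of the 8507 genes were over 1.2-fold from the control at all 3 doses. Of these, 31 were higher at every dose, 79 lower at every dose, and 30 changed direction between doses. At 10 mGy, 1359 genes were higher and 4627 lower. At 100 mGy, 1174 were higher and 5010 lower. At 1 Gy, 131 were higher and 109 lower. The split at the low doses depends on the scaling, under which the median log2 ratio of all genes was -0.32 and -0.38. With median ratio scaling that median was -0.004 at 10 mGy and 0.001 at 100 mGy. No p-value was computed for a dose against the control, since each has 1 library. Unscaled UMIs per cell gave 7026 genes over 1.2-fold at all 3 doses, and a floor of 1 CPM gave 600.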

**Figure 5:**
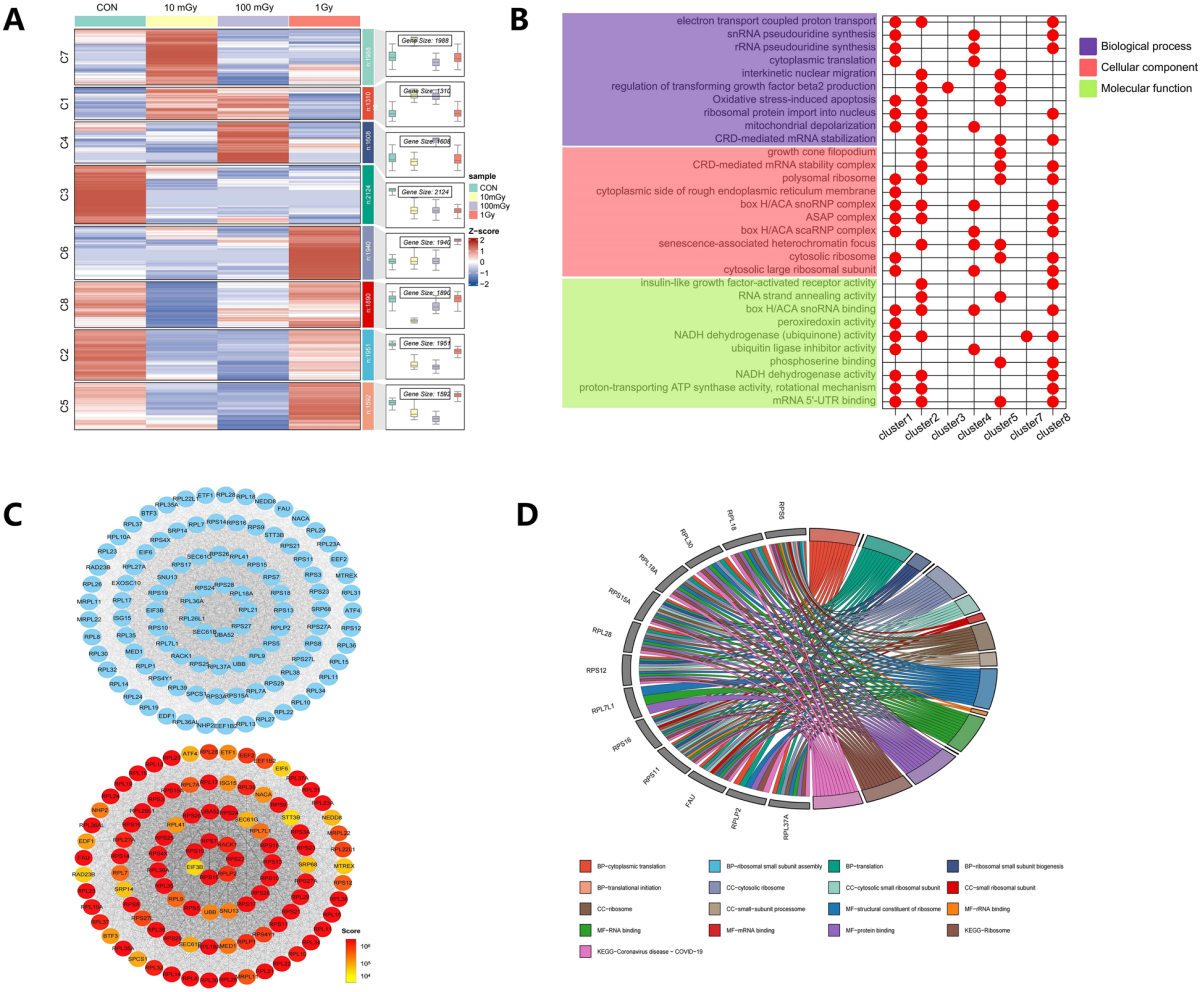
Summary of bioinformatics analysis results. (**A**) Heatmap of dose-dependent transcriptomes among different irradiated groups. (**B**) Top 10 GO analysis results for the combined differential genes from different clusters. (**C**) Interaction network of hub genes obtained through two different methods. (**D**) Chord diagram depicting the top 5 enriched GO pathways and KEGG pathways for the merged 13 genes^42–44^.

The enrichment analysis of differential genes reveals that the Cluster 1 gene set is the most representative among the top ten GO analyses. This cluster primarily includes "Biological Process pathways" such as proton-coupled electron-transfer and snRNA pseudouridine synthesis, "Cell Component pathways" (i.e., polysomal ribosome and cytoplasmic side of rough endoplasmic reticulum membrane), and "Molecular Function pathways", including box H/ACA snoRNA binding, peroxiredoxin activity, etc. (Fig. 5B). Similarly, in the case of the top ten KEGG analyses, the Cluster 1 gene set achieves the highest representativeness. It is identified with various pathways involved in the development of Proteasome, Non-alcoholic fatty liver disease, Prion disease, Thermogenesis, Parkinson's disease, etc. To further explore these differential genes and hub genes within the enriched pathways, the first module and the top 100 hub genes were selected using the MCODE and cytoHubba plugins in Cytoscape 3.9.1 software (as detailed in Supplementary Material S.6). These potentially interacting genes are summarized in Fig. 5C.

The "Statistic merge" results were combined with the differential genes that align with microdosimetric distribution characteristics ("Microdosimetric merge"), as described in Supplementary Material S.6. Multi-filtered genes were primarily from the ribosomal protein family, specifically the PRL and PRS series. 

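The study's list of multi-filtered genes (Supplementary Material S9) has 41 genes, and these are the genes shared by its other 2 lists. Of the 41, 38 were counted as ribosomal protein genes by their symbol, and 3 were not. Relative to the control, the median ratio of the 41 genes was 1.54 at 10 mGy, 1.64 at 100 mGy and 1.05 at 1 Gy, and 40 of them were over 1.2-fold higher at 10 mGy, as were 40 at 100 mGy. Ribosomal protein genes together took 13.9% of all UMIs in the control, 20.0% at 10 mGy, 21.8% at 100 mGy and 14.0% at 1 Gy. The counting intervals of these shares are narrower than their rounding. Unscaled UMIs were also averaged over all barcodes for the 84 ribosomal protein genes with at least 10 CPM. Their median log2 ratio was 0.03 at 10 mGy and 0.01 at 100 mGy, when that of all genes was -0.83 and -1.03. Low-UMI barcodes, 19.6% of the control, 41.4% at 10 mGy and 27.4% at 100 mGy, lower such means. A change per cell cannot be read from them. Without low-UMI barcodes the scaled median was 0.54 at 10 mGy and 0.65 at 100 mGy.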

The top five GO and KEGG analyses for these genes comprise pathways such as cytoplasmic translation, cytosolic ribosome, rRNA binding, and Ribosome (Fig. 5D). Most of these 13 genes originate from Cluster 1. It is inferred that they may be upregulated and recovered with increasing doses and become increasingly sensitive to low doses, aligning with the trends illustrated in Fig. 5.

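Of the 13 genes in Fig. 5D, 10 fell into the cluster raised at both low doses and higher at 100 mGy, 2 into the cluster raised more at 10 mGy, and 1 into the largest cluster. The last was RPL7L1, at 0.682 of the control at 10 mGy and 0.726 at 100 mGy. Of all 84 ribosomal protein genes, 63 were in the first of these clusters.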

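The median ratio of the 13 genes to the control was 1.44 at 10 mGy, 1.47 at 100 mGy and 1.03 at 1 Gy, and 11 of them were higher at 100 mGy than at 10 mGy. In 12 of the 13, both low doses were above the control and above 1 Gy. At 1 Gy, 7 of the 13 were above the control, and their ratios ranged from 0.865 to 1.15.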

## Discussion

The stochastic nature of radiation interactions results in obvious specific energy distributions among cells within a cell population. For this reason, identifying a biological response indicator that can be compared with the specific energy distribution is essential. This interdisciplinary research incorporated microdosimetry and radiation genetics, holding the promise of characterizing the low-dose radiation effects at the molecular level. In addition, it has the potential to screen and develop biomarkers for low-dose radiation responses.

Through simulations and analyzing the specific energy distribution within cell populations for cytoplasm or cell nucleus, the statistical differences in the actual doses received by cells under different radiation parameter conditions can be illustrated. EGS model was employed for cellular-specific energy distributions in PHITS, which can reduce the computational load and be suitable for simulations at the micrometer scale^46^. The mean specific energy, the dispersion of its distribution, and the RMSE derived from a comparison with a normal distribution constitute the three indicators used here, allowing for a partial description of the specific energy distribution. The mesh-type model performs better when reproducing realistic cell morphology than geometry-type cells. The comparison of specific energy distributions from mesh-type and geometric-type cell population models at different initial energies indicates that the model shape and volume impact the dispersion of specific energy distributions. This observation underscores the practical significance of utilizing mesh-type cells, which can closely mimic realistic cells for meticulously constructing cell population models. The type of model changes the dispersions of specific energy distributions but does not affect the average value, offering valuable insights for future work. For instance, employing a geometry-type model would suffice for investigating the specific energy under photon conditions. Moreover, the consideration of specific energy distribution is also crucial. Assuming the presence of a lethal dose for cells, differences in the specific energy distribution within the cell population can lead to biases in evaluating cell survival fractions.

The mean specific energy received by each cell nucleus is not consistent with the macroscopically absorbed and cumulative dose. One of the reasons for this discrepancy may arise from material non-uniformity within cell populations. This observation aligns with findings from Tan et al. in their proton RBE prediction study^47^. Another factor contributing to this difference is the morphology of the cells. Comparing the "Cumulative dose of petri dish with cells" in S3 with the mean specific energy in S5, it can be observed that even after excluding the interference of material, there remains a difference between these two values. Discrepancies between specific energy mean values and macroscopic doses under photon conditions can be found in the results of Oliver et al.^32^.

In several successful and applicable biophysical models^23,25,26,48^, the emphasis is mostly on using absorbed doses that reflect macroscopic averages to represent the degree of irradiation in the cell nucleus. Alternatively, it is assumed that the mean specific energy within domains in the cell nucleus is equal to the macroscopic dose value, while overlooking the fact that cellular materials and morphologies vary in reality. Differences caused by the aforementioned factors would occur in scenarios involving external proton beams^49^. Therefore, it is imperative to engage in precise morphology of realistic cells with high fidelity and their dose assessment.

The MC method was employed to obtain the specific energy distribution within the cell nucleus by simulating the transport behavior of radiation particles within cells. Despite this viable application, it is typically time-consuming, especially for addressing high cumulative macroscopic doses requiring substantial computational resources. Within a range of convolution iterations, convolution offers an efficient method for predicting the specific energy distribution. The premise is that multiple calculations are needed to minimize the error in the distribution before convolution. However, the convoluted distribution becomes distorted with increasing convolutions, particularly for relatively small specific energy ranges. This indicates that even under high-dose irradiation, a large portion of cells may still receive relatively low doses. Moreover, insufficient convolution iterations may lead to deviations in mean specific energy prediction.

The single-cell sequencing data indicate that the expression differences of many differential genes conform to the specific energy distribution features under different irradiation doses. In other words, the response of differential genes reflects the expression fluctuations of specific genes for cells within the same irradiated sample. Based on post-irradiation single-cell sequencing results, we identified a set of differential genes with their expression differential distributions consistent with microdosimetry distribution features. Under the same radiation field conditions, heterogeneity arises in the differential expression of the same gene among different cells, yet this phenomenon is challenging to detect using traditional biological methods, which exclusively use statistical methods for screening differential genes after cell sequencing detection. By comparing gene-level expression distribution with the present microdosimetric distribution, a novel method was developed to identify molecular biomarkers sensitive to low-dose radiation, presenting an efficient approach to selecting differential genes. Furthermore, specific filtered differential genes in the low-dose radiation group exhibited expression levels opposite to those in the high-dose radiation group. This can explain the stimulatory effects in response to low-dose radiation. It has to acknowledge that the biological effects induced by low-dose radiation are the result of the combined effects of multiple factors. We only discussed the distribution features from the perspective of physical doses. However, the indirect effects by chemical reactions also play a crucial role when concerning the biological effects after exposure to photon beams.

A bioinformatics analysis was conducted on the differential genes selected based on microdosimetric distribution characteristics. The dose–response relationship in gene expression lays a solid foundation for the development of biological markers of low-dose radiation, in line with the findings of Yin et al. and Lee et al.^50,51^. To comprehensively evaluate the biological dose effects, sole reliance on individual genes as biological dosimeters may be insufficient. For this reason, a combination of multiple genes and indicators is required for a comprehensive evaluation of the biological dosimetry, as emphasized by Kerns et al.^52^. For this purpose, we selected the top 100 potentially interacting genes from the pool containing 1222 differential genes, providing a valuable reference for future advancement in biodosimetry.

These multi-filtered genes primarily belong to the ribosomal protein family, the NADH-ferricenium reductase family, and the cytochrome c oxidase family. 

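Of the 41 multi-filtered genes in Supplementary Material S9, 0 have an NDUF symbol and 0 a COX symbol. NDUF genes encode subunits of the NADH dehydrogenase. These symbols leave out mitochondrially encoded genes, such as MT-ND4 and MT-CO1 of Fig. 4, and 0 of the 41 are mitochondrially encoded. Over all genes with at least 10 CPM, 37 NDUF genes had a median log2 ratio to the control of 0.71 at 10 mGy, 0.78 at 100 mGy and 0.07 at 1 Gy, and 36 of the 37 were higher at 10 mGy. The 9 COX genes had 0.95, 0.99 and 0.04, and 9 of 9 were higher at 10 mGy. The 13 mitochondrially encoded genes went the other way, with -0.65, -0.67 and -0.09.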

The ribosomal protein family genes are essential ribosomal structural components involved in ribosome assembly and function. In addition to their conventional roles in ribosome function, several ribosomal proteins exhibit extraribosomal functions, activating p53-dependent or p53-independent pathways in response to stress, thus triggering cell cycle arrest and apoptosis^53,54^. Ribosome dysfunctions are implicated in genetic mitochondrial diseases, neurodegenerative conditions, and pathological processes associated with biological aging. Cytochrome c oxidase is a large transmembrane protein complex in bacteria or mitochondria^55,56^. It is sequenced as the fourth complex enzyme within the respiratory electron transport chain, also referred to as Complex IV. Mitochondrial diseases associated with defects in cytochrome c oxidase assembly are considered the most severe among graded mitochondrial disorders. Furthermore, Complex IV-associated gene mutations can cause disorders due to cytochrome c oxidase assembly defects^57,58^.

In sum, incorporating monitoring of ribosomal function or mechanisms of binding between biological macromolecules and gene expression levels in later stages can be a promising biomarker of low-dose radiation sensitivity. This approach may enhance the accuracy and scientific validity of biodosimetry assessments for low-dose radiation.

## Conclusion

Low-dose radiation can induce a wide range of biological effects that are difficult to validate, especially due to the absence of conclusive dose–response relationships. In this study, we constructed a monolayer mesh-type cell population model that faithfully replicates realistic cell culture and irradiation scenarios, along with a simplified geometric cell population model of similar dimensions. We employed Monte Carlo simulations to model and quantify the specific energy distribution within cell nucleus resulting from external photon irradiation under various conditions. These distributions were then compared with normal distributions and those derived from convolution algorithms.

Dosimetry simulations indicated that with increasing doses, the dispersion of specific energy distribution of cell nucleus decreases. Additionally, the specific energy distribution approximates characteristics of a normal distribution when cumulative doses below 100 mGy. Leveraging the microdosimetric distribution features within the low-dose range, we further refined the selection of differential genes meeting statistical requirements following single-cell sequencing.

This work integrates principles and techniques from multiple disciplines, including microdosimetry, radiation genetics, and bioinformatics. Such integration presents a precise method for screening biological markers sensitive to low-dose radiation. It also provides valuable insights for the development of low-dose biological dosimeters in the future.

### Supplementary Information

Supplementary Information.

## Data Availability

Data of single-cell sequencing can be obtained by the GEO repository (No. GSE255800). Correspondence and requests for materials should be addressed to Liang Sun.

# Supplementary material for: A comparative study on the dose–effect of low-dose radiation based on microdosimetric analysis and single-cell sequencing technology
**Source:** Sci Rep. 2024 May 21;14:11524. doi: 10.1038/s41598-024-62501-5

S1. Dimensions of single mesh-type cell models and concentric ellipsoidal geometry-type cell models

| **Single cell model** | | **Geometry-type model** | | **Mesh-type model** | |
| --- | --- | --- | --- | --- | --- |
|  |  | **Cytoplasm** | **Nucleus** | **Cytoplasm** | **Nucleus** |
| **Length of projection (**$\boldsymbol{\mu m}$**)** | **X-axis** | 24.97 | 21.39 | 24.97 | 21.39 |
|  | **Y-axis** | 78.21 | 25.45 | 78.21 | 25.45 |
|  | **Z-axis** | 45.03 | 24.98 | 45.03 | 24.98 |
| **Volume (**$\boldsymbol{\mu m}^{\boldsymbol{3}}$**)** |  | 38905.00 | 7116.54 | 20401.26 | 5147.87 |

S2. Elemental components of nucleus and cytoplasm in the cell population model for MC simulation

| Element | Elemental Mass Composition (%) | |
| --- | --- | --- |
|  | **Nucleus** | **Cytoplasm** |
| Hydrogen | 21.77 | 21.86 |
| Carbon | 12.25 | 13.01 |
| Nitrogen | 2.13 | 1.29 |
| Oxygen | 62.35 | 62.34 |
| Silicon | 0.01 | 0.05 |
| Phosphorus | 0.60 | 0.48 |
| Natrium | 0.04 | - |
| Magnesium | 0.03 | - |
| Sulphur | 0.01 | 0.11 |
| Chlorine | 0.10 | 0.29 |
| Kalium | 0.60 | 0.57 |
| Total | 100.00 | 100.00 |

S3. Particle numbers of simulations for different cumulative dose

| Initial Energy |  | Renormalized dose of petri dish with water | Renormalized dose of petri dish with geometry-type cells | Renormalized dose of petri dish with mesh-type cells |
| --- | --- | --- | --- | --- |
| 100keV |  | 1.00E-09 mGy | 1.06E-09 mGy | 1.20E-09 mGy |
| 200keV |  | 2.35E-09 mGy | 2.45E-09 mGy | 2.76E-09 mGy |
| 500keV |  | 6.39E-09 mGy | 6.83E-09 mGy | 7.58E-09 mGy |
| 1MeV |  | 1.10E-08 mGy | 1.20E-08 mGy | 1.36E-08 mGy |
| 500keV |  | 6.39E-09 mGy | 6.83E-09 mGy | 7.58E-09 mGy |
| 500keV |  | 6.39E-09 mGy | 6.83E-09 mGy | 7.58E-09 mGy |
| 500keV |  | 6.39E-09 mGy | 6.83E-09 mGy | 7.58E-09 mGy |
| 500keV |  | 6.39E-09 mGy | 6.83E-09 mGy | 7.58E-09 mGy |
| 500keV |  | 6.39E-09 mGy | 6.83E-09 mGy | 7.58E-09 mGy |
| Initial Energy | Particle numbers | Cumulative dose of petri dish with water | Cumulative dose of petri dish with geometry-type cells | Cumulative dose of petri dish with mesh-type cells |
| 100keV | 4.98E+09 | 5.00 mGy | 5.34 mGy | 5.99 mGy |
| 200keV | 2.13E+09 | 5.00 mGy | 5.20 mGy | 5.86 mGy |
| 500keV | 7.82E+08 | 5.00 mGy | 5.34 mGy | 5.93 mGy |
| 1MeV | 4.56E+08 | 5.00 mGy | 5.45 mGy | 6.20 mGy |
| 500keV | 3.91E+09 | 25.00 mGy | 26.72 mGy | 29.66 mGy |
| 500keV | 7.82E+09 | 50.00 mGy | 53.45 mGy | 59.32 mGy |
| 500keV | 1.56E+10 | 100.00 mGy | 106.89 mGy | 118.64 mGy |
| 500keV | 3.13E+10 | 200.00 mGy | 213.78 mGy | 237.28 mGy |
| 500keV | 7.82E+10 | 499.99 mGy | 534.45 mGy | 593.21 mGy |

Note that “Renormalized dose of petri dish with water” represents the macroscopic dose of petri dish per radiation particle with the materials of liquid water without cells. “Renormalized dose of petri dish with geometry-type cells” and “Renormalized dose of petri dish with mesh-type cells” represent the macroscopic doses per radiation particle of petri dish filled with geometry-type or mesh-type cells with the cell materials listed in the S2.

S4. Methods of convolution integral

In general, $D_{1}$ represents the absorbed dose of a single event with the distribution of $f_{1}\left( z \right)$. If there exists a specific energy distribution $f_{a}\left( z \right)$ with a dose value of $D_{a}$, it can be considered as the convoluted distribution. when the cumulative dose reaches $D$, $v$ can be determined as follows

$v=D/D_{a}$, (1)

In this case, $D$ values should be set to be divisible by $D_{a}$ so that $v$ should be an integer. As shown in figure 3, $D_{1}$ was 5 mGy, and $D$ were 25 mGy, 50 mGy, 100 mGy, 200 mGy and 500 mGy, whose $v$ were 5, 10, 20, 40, 100, separately, for obtaining convolution distributions.

The multiplicative character of the convolution operation can be utilized to obtain $f_{v}\left( z \right)$ from $f_{a}\left( z \right)$ by a sequence of convolutions that corresponds to the splitting of $v$ into integer powers of 2. For example

$f_{84}\left( z \right)=f_{4}\left( z \right)*f_{16}\left( z \right)*f_{64}\left( z \right)=f_{\left| 2 \right|}(z)*f_{\left| 4 \right|}(z)*f_{\left| 6 \right|}(z)$ (2)

The $\left| v \right|$ represents $2^{v}$ and the $f_{\left| v \right|}(z)$ represents integer powers $2^{v}$ of $f_{a}\left( z \right)$. There are recurrence relations

$f_{\left| 0 \right|}\left( z \right)=f_{a}\left( z \right)$ (3)

S5. Mean specific energies and dispersions of monolayer cell population model

1. Values of mean specific energies and dispersions within the simulated conditions in the Fig.2

|  |  | **Mean specific energy (mGy)** | | **Mean dispersion** | |
| --- | --- | --- | --- | --- | --- |
| **Initial energy** | **Region** | **Mesh-type model** | **Geometry-type model** | **Mesh-type model** | **Geometry-type model** |
| **100keV** | **Cytoplasm** | 5.94±0.01 | 5.88±0.01 | 15.08% | 11.66% |
|  | **Nucleus** | 5.82±0.02 | 5.82±0.04 | 30.98% | 26.02% |
| **200keV** | **Cytoplasm** | 5.89±0.01 | 5.90±0.01 | 17.41% | 13.78% |
|  | **Nucleus** | 5.97±0.05 | 5.86±0.03 | 33.21% | 29.05% |
| **500keV** | **Cytoplasm** | 6.07±0.01 | 5.99±0.01 | 14.26% | 11.99% |
|  | **Nucleus** | 6.09±0.01 | 5.97±0.02 | 26.42% | 23.09% |
| **1MeV** | **Cytoplasm** | 6.29±0.02 | 6.17±0.01 | 13.96% | 13.03% |
|  | **Nucleus** | 6.30±0.05 | 6.13±0.03 | 22.74% | 21.51% |

2. Values of mean specific energies within the simulated conditions in the Fig.3

| **Cumulative dose (mGy)** | **Mean specific energy (mGy)** | **Ratio between mean specific energy and cumulative dose** |
| --- | --- | --- |
| **5** | 5.82 | 1.16 |
| **25** | 27.69 | 1.11 |
| **50** | 59.65 | 1.19 |
| **100** | 119.22 | 1.19 |
| **200** | 238.67 | 1.19 |
| **500** | 596.95 | 1.19 |

S6. Specific energy distributions of cell nucleus and cytoplasm dose in the mesh-type or geometric-type monolayer cell population model for monoenergetic photons with initial energies of 0.1 MeV (A, E), 0.2 MeV (B, F), 0.5 MeV (C, G), and 1 MeV (D, H) at the macroscopic dose level of 5 mGy

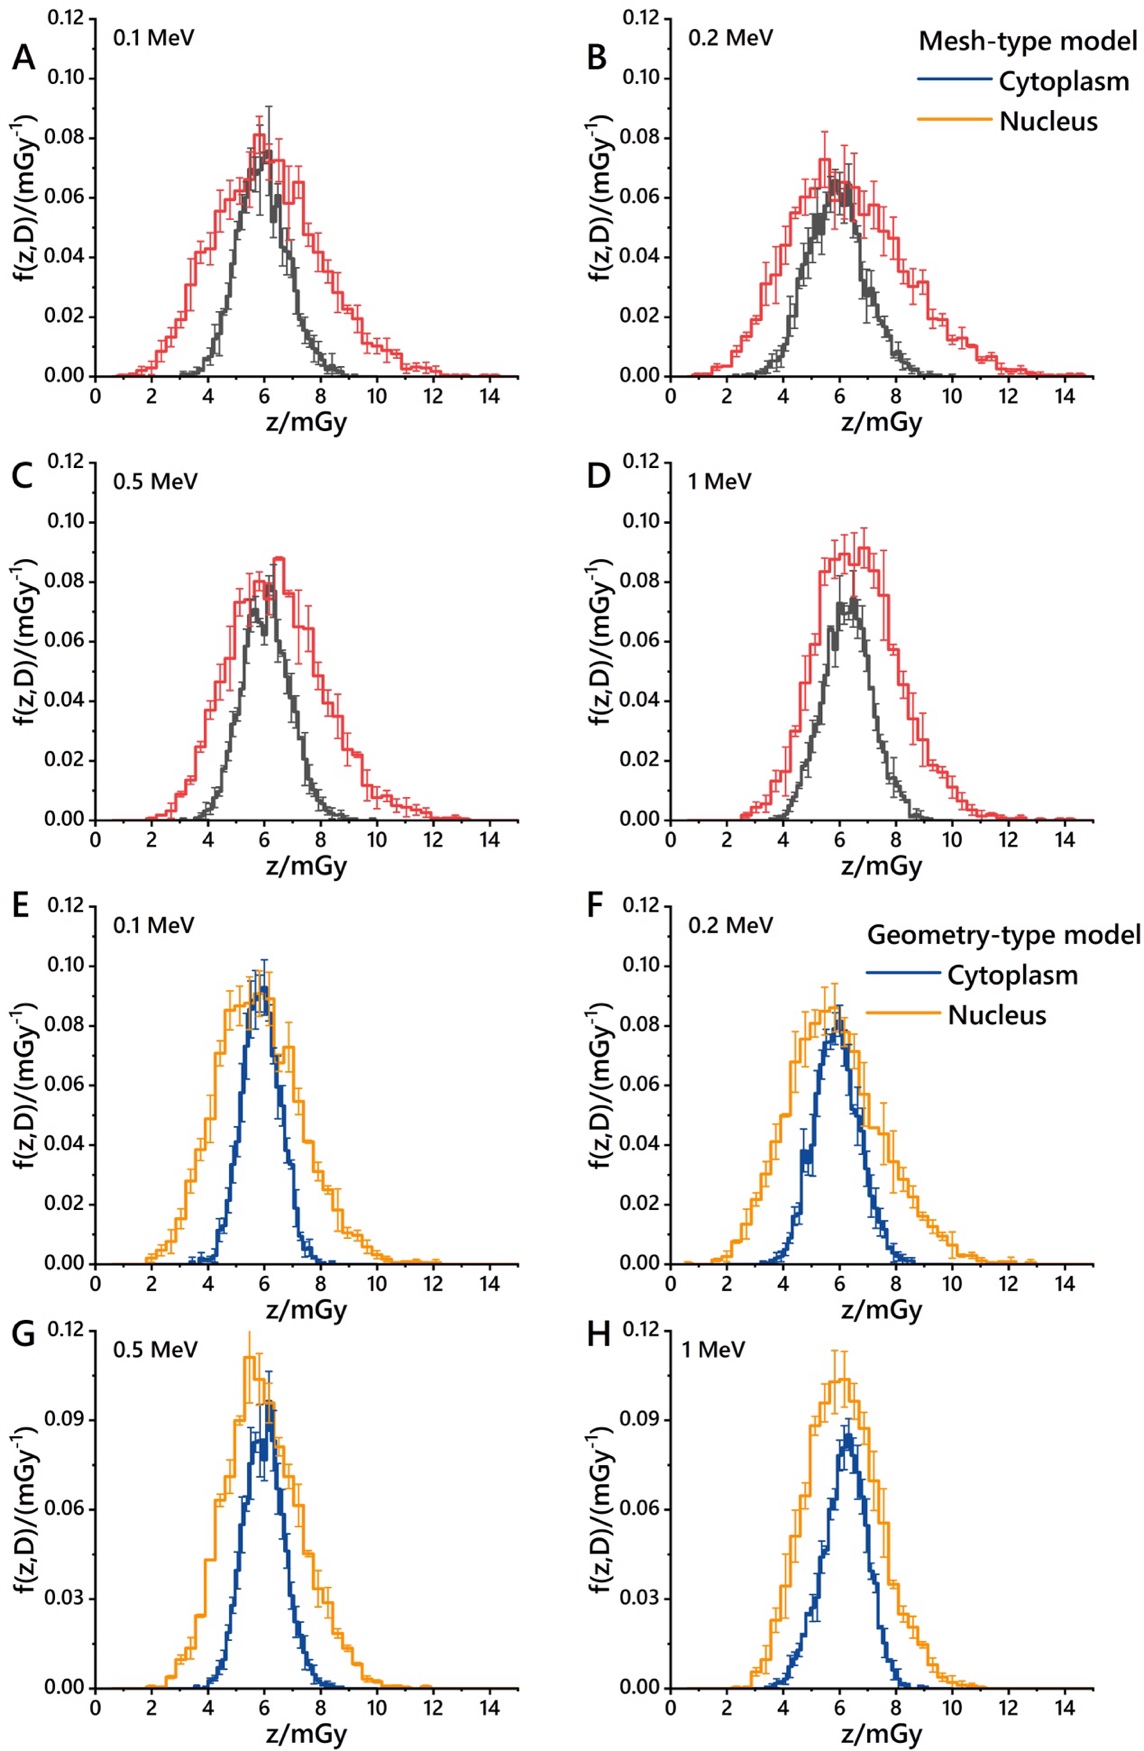

S7. Cell nucleus dose distribution in a monolayer ellipsoidal cell population model with different parameters resulting from external irradiation of Cs-137 monoenergetic photons at various cumulative macroscopic dose levels. (A-B) corresponds to large-sized culture flask, (C-H) to small-sized culture flask, (A-E) represents population models with a high cell number density, and (F-H) represents population models with a low cell number density. For 10 mGy (B, D, and G) and 100 mGy (E, H), the cell nucleus dose distribution includes those obtained through Monte Carlo simulations (red line) and those obtained by convoluting distributions through the same geometric setup conditions at 1 mGy (A, C, F) (brown line), as well as normal distributions fitted to the distributions obtained through Monte Carlo simulations in each case (black line)

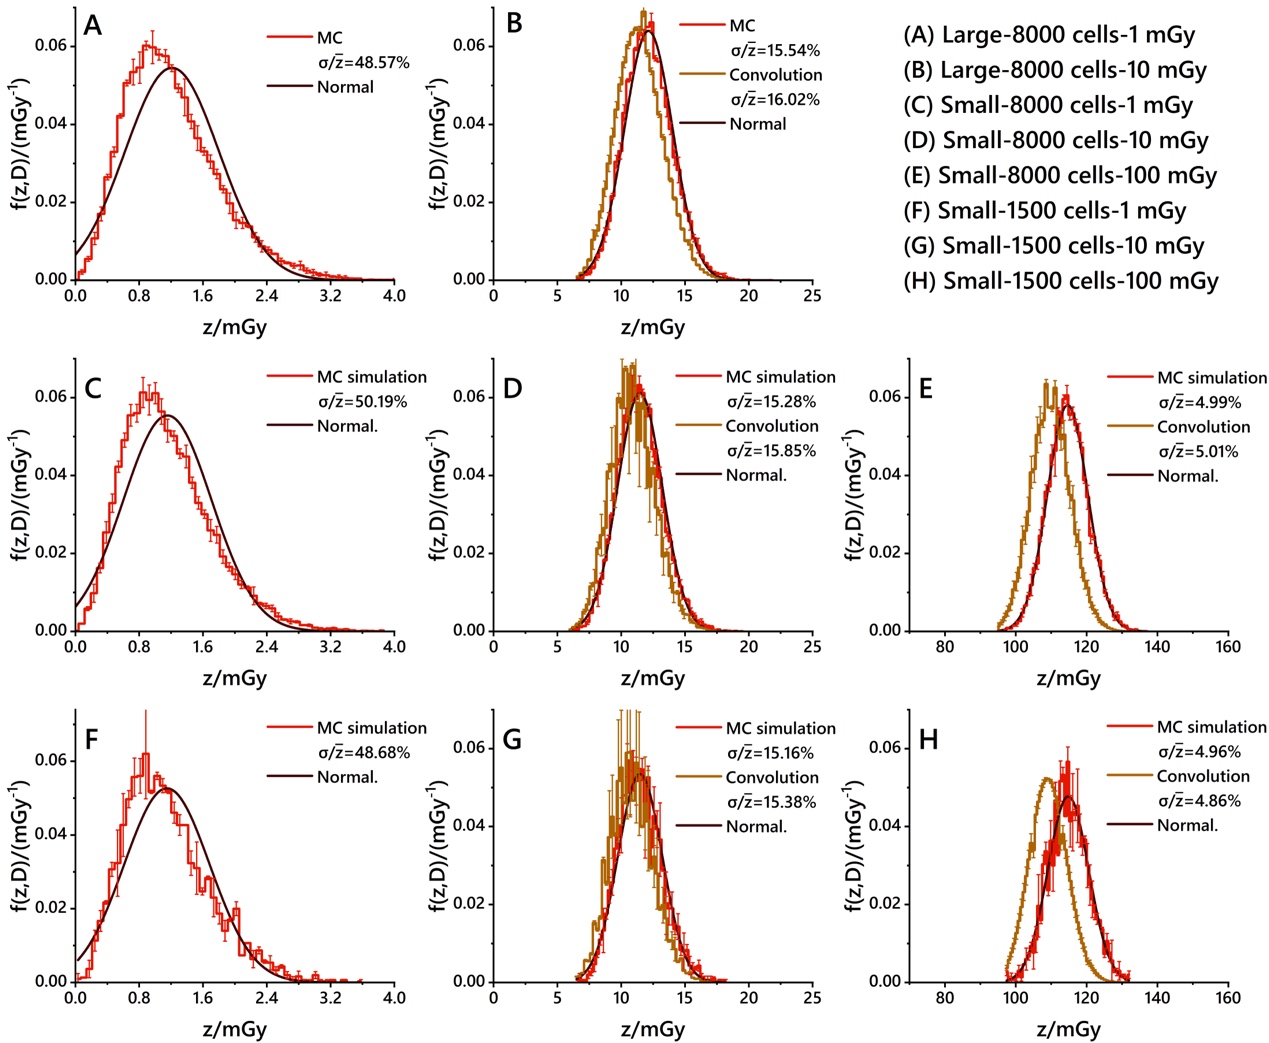

S8. RMSE values obtained by comparing various distributions.

1. RMSE values between two distributions in Figure 2 in the manuscript

|  | Mesh-type model | Geometry-type model |  |
| --- | --- | --- | --- |
| Incident energy | MC vs. normal | MC vs. normal | Distribution figure |
| 100 keV | 3.67E-03 | 3.67E-03 | Figure2 Panel A |
| 200 keV | 3.95E-03 | 3.85E-03 | Figure2 Panel B |
| 500 keV | 4.07E-03 | 4.26E-03 | Figure2 Panel C |
| 1 MeV | 4.23E-03 | 2.49E-03 | Figure2 Panel D |

2. RMSE values between three distributions in Figure 3 in the manuscript

| Cumulative macroscopic dose | MC vs. Normal | MC vs. Convolution | Normal vs. Convolution | Distribution figure |
| --- | --- | --- | --- | --- |
| 5 mGy | 3.20E-03 | - | - | Figure3 Panel A |
| 25 mGy | 1.04E-02 | 2.67E-03 | 9.67E-03 | Figure3 Panel B |
| 50 mGy | 5.97E-03 | 2.34E-03 | 4.96E-03 | Figure3 Panel C |
| 100 mGy | 1.02E-02 | 4.87E-03 | 7.71E-03 | Figure3 Panel D |
| 200 mGy | 1.48E-02 | 8.10E-03 | 1.18E-02 | Figure3 Panel E |
| 500 mGy | 2.64E-02 | 1.44E-02 | 2.04E-02 | Figure3 Panel F |

3. RMSE values between three distributions in S5 in the supplementary material

| Plate size and cell number | Cumulative macroscopic dose | MC vs. Normal | MC vs. Convolution | Distribution figure |
| --- | --- | --- | --- | --- |
| Large-8000 cells | 1 mGy | 6.14E-03 | - | S5 Panel A |
| Large-8000 cells | 10 mGy | 7.88E-03 | 2.06E-03 | S5 Panel B |
| Small-8000 cells | 1 mGy | 6.07E-03 | - | S5 Panel C |
| Small-8000 cells | 10 mGy | 7.45E-03 | 1.98E-03 | S5 Panel D |
| Small-8000 cells | 100 mGy | 1.65E-02 | 1.49E-03 | S5 Panel E |
| Small-1500 cells | 1 mGy | 6.28E-03 | - | S5 Panel F |
| Small-1500 cells | 10 mGy | 7.83E-03 | 3.58E-03 | S5 Panel G |
| Small-1500 cells | 100 mGy | 1.81E-02 | 3.73E-03 | S5 Panel H |

S9. Differential gene names, where “Microdosimetric merge” represents the top 100 differential genes that conform to microdosimetric characteristics, “Statistic merge” represents the top 100 differential genes that meet statistical differences, “Multi-filtered genes” represents the genes that intersect between “Statistic merge” and “Microdosimetric merge”

S10. Expression level of selected differential genes in BEAS-2B cells irradiated with different doses (10 mGy, 100 mGy, and 1 Gy) following single-cell sequencing analysis.

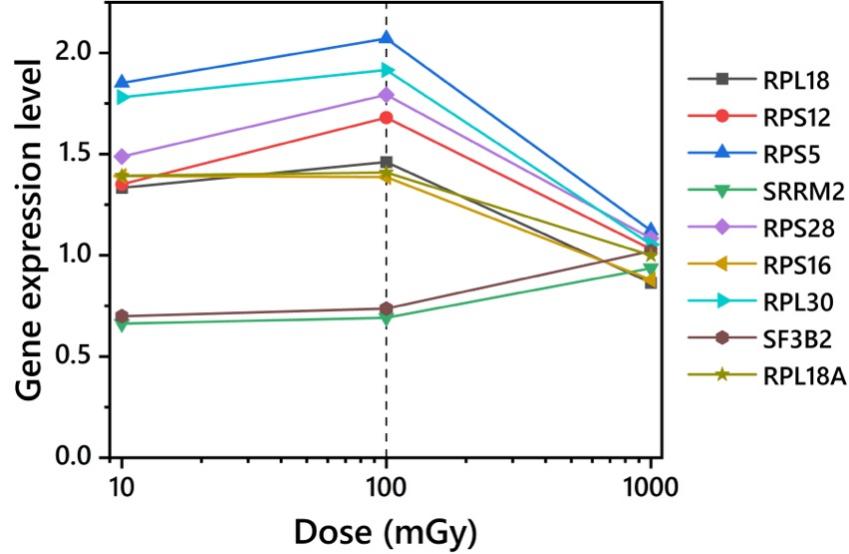

**Supplement:** Supplementary file 1 — Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

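BEAS-2B cells were measured in 4 single-cell libraries, 1 each for the control, 10 mGy, 100 mGy and 1 Gy. The condition of each library was taken from the sample labels, which match the doses of the paper. The authors deposited UMI counts per gene and barcode for 36601 genes. The header of the deposited count files names Cell Ranger 7.0.1. Genome build, annotation, and whether intronic reads were counted are not given in the sources used here. The paper divides the value of each cell by the mean of the gene in the control, which leaves the standard deviation over the mean unchanged. No filter on cells and no scaling between cells was found in its text.

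Every deposited barcode was used. UMIs were scaled to 10000 per barcode, on a linear scale, and averaged over barcodes. Dispersion was the standard deviation over the mean. RMSE was computed on 50 bins, from 0 to the highest value in the libraries of 10 mGy and 100 mGy. Genes needed a mean of 10 CPM over the 4 libraries (8507 genes), or 1 CPM for clusters (12879 genes). Fuzzy c-means used 8 clusters and 10 starts. Total counts per library ranged from 211752280 to 285806026, so counting intervals are narrow, and the missing replicates limit the precision. No test between doses was made, and a trend on dose over the 4 libraries was not tested.

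Genes were named by a rule set before the data were examined. It covers every gene named in the results text, Fig. 4, Fig. 5D or Supplementary Material S10, and the 5 largest rises and 5 largest falls at each dose among genes with at least 100 CPM. Some genes under this rule are not reported here. Values in the paper's figures had been seen. Lists of p53 targets, immediate early, heat shock, nuclear retained, S phase, G2/M, ribosomal protein, mitochondrially encoded, NDUF and COX genes were also set before. Histone genes were taken up after the values were seen. The median of each list was placed among 10000 random lists matched on mean expression, and again on mean expression and exonic length. Exonic length and GC content came from GENCODE 29, matched by gene identifier for 99.9% of the genes.

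Alternatives set before the data were examined were unscaled UMIs, scaling without ribosomal protein and mitochondrially encoded genes, median ratio scaling, pooled CPM, log means, a filter of at least 200 genes and at most 20% mitochondrially encoded UMIs, leaving out low-UMI barcodes, thinning to 1500 UMIs, floors of 1 and 100 CPM, a threshold of 1.5-fold, other bins, excess dispersion, other numbers of clusters and k-means. Added later were minimums of 500, 700, 1000 and 2000 genes per barcode, a minimum of 700 genes with at most 10% mitochondrially encoded UMIs, thinning to 5000 UMIs, and leaving out barcodes of very high UMI count. The gene minimums followed a scan in which 53 selections of barcodes were compared with the dispersions printed in Fig. 4. The scan crossed 12 gene minimums with 4 limits on mitochondrially encoded UMIs, and added 4 upper limits on genes and the first 10000 barcodes. Doublets were kept. The planned doublet caller, scrublet, marked 0 barcodes in each library, so this setting changed nothing. A rerun without the low-UMI barcodes, with another expected rate, marked some barcodes at 10 mGy and 0 in the control, and was not used.

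Ratios, clusters and excess dispersion were tested on simulated data, and the plain dispersion (standard deviation over the mean) was not. For 10 mGy against control, 200 genes of at least 100 CPM were changed by known folds, 40 per fold, among 8507. A first draw took genes from 10 CPM on, and the limit of 100 CPM was set after that run was seen. The median recovered ratio was 1.99 for a true 2, 1.50 for 1.5, 1.26 for 1.25, 0.791 for 0.8 and 0.509 for 0.5. Simulated clusters of 2400 genes were recovered with an adjusted Rand index of 0.988. Excess dispersion came out low, with a median of 0.0021 for a true 0.01. Most simulated genes were unchanged, so a shift of most genes, as seen at the low doses, was not tested. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and scanpy 1.11.5 were used.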

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

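The tests on gene length across all other genes and on GC content were chosen after the result was seen. The comparison of single genes with genes of like expression and length was set before its values were seen.

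Many of the largest rises at the low doses were in genes that the paper does not name, though it discusses the families of NDUFB3, NDUFB4 and COX6C. Relative to the control, NNMT was at 2.57, NDUFB4 at 2.38, NDUFB3 at 2.26, IFI27L2 at 2.26 and S100A6 at 2.24 at 10 mGy. At 100 mGy, NDUFB3 was at 2.55, COX6C at 2.41, NNMT at 2.32 and NDUFB4 at 2.27. These values stand out from the control by more than counting error. Across 8402 other genes, short genes rose and long genes fell at both low doses (Spearman rho -0.63 at 10 mGy), so a length bias between libraries may add to these rises. Among 200 genes of like expression and length, the lowest of these genes stood at the percentile 98.5. The largest of many values would lie there in any case, so length bias remains open for them. The dose and the library preparation cannot be told apart, since each dose has 1 library. An effect of dose remains open and untested.

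At 1 Gy the largest rises were smaller. TCEAL9 was at 1.32, PSMD14 at 1.31, NMT1 at 1.3, ATP5ME at 1.27 and GRINA at 1.27. Across genes, the log2 ratio at 1 Gy rose with GC content (Spearman rho 0.30), which a GC bias between libraries could produce. TCEAL9 has a GC content of 36.1% and GRINA of 59.4%, so the genes do not share a high value. With 5 genes picked as the largest, neither GC bias nor an effect of dose can be excluded.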

How the results depend on the processing

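Alternatives with a gene minimum, thinning to 5000 UMIs and leaving out barcodes of very high UMI count were added after the data were examined, the gene minimums after a scan of 53 selections against Fig. 4. Unless a value below shows it, the cause of a change was not tested.

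The number of genes with a lower dispersion at 100 mGy than at 10 mGy, 120 of 8507, changed in many settings. It was 3736 for unscaled UMIs, 28 without low-UMI barcodes, 3293 thinned to 1500 UMIs, 2667 thinned to 5000, and 4349 as excess dispersion. Minimums of 500, 700, 1000 and 2000 genes per barcode gave 3664, 8479, 8466 and 29, and 700 genes with at most 10% mitochondrially encoded UMIs gave 8480. Floors of 1 and 100 CPM gave 611 of 12879 genes and 19 of 1779. Of the 8 genes of Fig. 4, 0 fell in the main setting. For unscaled UMIs, thinning to 1500 UMIs, and the minimums of 500, 700 and 1000 genes (700 also with the mitochondrial limit), 8 fell. Thinned to 5000 UMIs 4 fell, with the filter of 200 genes and 20% mitochondrially encoded UMIs 2, and 1 without low-UMI barcodes, at the minimum of 2000 genes and as excess dispersion. The minimum of 700 genes kept 98.9% of the low-UMI barcodes at 10 mGy and 33.6% at 100 mGy.

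The overlap with the study's list, 1 gene, was 2 for unscaled UMIs, 0 without low-UMI barcodes, 30 thinned to 1500 UMIs and 28 thinned to 5000. It was 26, 43 and 41 at the minimums of 500, 700 and 1000 genes, and 43 at 700 with the mitochondrial limit.

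The 140 genes over 1.2-fold at all doses became 7026 for unscaled UMIs, 291 thinned to 1500 UMIs, 600 of 12879 and 29 of 1779 at floors of 1 and 100 CPM, and 1 at a threshold of 1.5-fold. Genes higher at both low doses than in the control and at 1 Gy, 1726, became 305 unscaled, 1113 on log means, 3504 with median ratio scaling and 700 at a floor of 100 CPM, which is 39.3% of 1779 genes against 20.3% of 8507. That scaling moved the median of all genes by 0.32 (log2) at 10 mGy and 0.38 at 100 mGy, and unscaled UMIs moved it by -0.51 and -0.65. The raised cluster, 1251 genes, had 505 unscaled, 2209 with median ratio scaling and 730 at a floor of 10 CPM, where 8507 genes were clustered in place of 12879, so the counts are not on the same total.

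The ribosomal protein share moved by more than its narrow counting interval but kept its order over doses. With the filter of 200 genes it was 13.9% in the control. Without low-UMI barcodes it was 13.9%, 19.9%, 21.8% and 13.9%, and without barcodes of very high UMI count 13.9%, 19.8%, 21.6% and 14.0%.

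Means of unscaled UMIs run over all barcodes, and low-UMI barcodes were more frequent at every dose than in the control. Unscaled UMIs per barcode moved the median of all genes by -0.51 (log2) at 10 mGy, -0.65 at 100 mGy and -0.48 at 1 Gy. With this common shift several genes came to lie below the control, which says nothing on their place among other genes. At 10 mGy, RPL18 was at 0.935, RPS12 at 0.996, RPS16 at 0.937, RPL29 at 0.909 and RPL17 at 0.974. At 100 mGy, RPL18 was at 0.959, RPS16 at 0.897 and RPL29 at 0.930. At 1 Gy, RPS12 was at 0.723, RPS28 at 0.749, RPL30 at 0.726, SF3B2 at 0.74, TCEAL9 at 0.908, PSMD14 at 0.944, NMT1 at 0.887, ATP5ME at 0.852 and GRINA at 0.916. SRRM2 at 1 Gy was at 1.00 when thinned to 1500 UMIs, and the log mean of SF3B2 at 1 Gy differed from the control by -0.046. Scrublet marked 0 barcodes, so the setting without doublets has no value.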

Differences from the paper's values

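The paper gives about 10,000 cells for each group. The matrices held 21514 barcodes at 10 mGy, 19950 at 100 mGy and 15510 at 1 Gy. Of the alternatives set before the data were examined, leaving out low-UMI barcodes gave 12603, 14477 and 11566, within 1.5 times the paper's value, and thinning did so at 1 Gy (12651). The filter of 200 genes did not.

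The paper reports 1222 genes over 1.2-fold and past its p-value in all 3 groups, where 140 were over 1.2-fold here by size alone. The units behind the paper's p-value are not named in its text. None of the alternatives set before came within 1.5 times. The nearest was 600 genes, at a floor of 1 CPM. With no floor, 6052 genes passed, 5452 of them under 1 CPM.

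In Fig. 4 all 8 genes have a lower dispersion at 100 mGy, where 0 did here over all deposited barcodes. The dispersion at 100 mGy is about 36% for MT-CO1 in Fig. 4 and about 38% for MT-ND4 in Fig. 4, read by eye, against 57.6% and 58.4% here. The filter of 200 genes (47.9% and 52.1%) and leaving out low-UMI barcodes (32.5% and 34.5%) came within 1.5 times, and unscaled UMIs, the scaling without ribosomal protein and mitochondrially encoded genes, and thinning did not. Of the 53 selections of barcodes tried against these values, the closest to Fig. 4 was a minimum of 700 genes with at most 10% mitochondrially encoded UMIs, with a mean difference of 0.651 percentage points over the 8 genes and both doses, against 8.65 for all barcodes. That setting was chosen after seeing the values and because of them, it drops 0 of the study's 100 genes, and it is a setting that reaches the values of the figure, not the method of the paper. A decrease in all 8 genes was also reached with unscaled UMIs and by thinning to 1500 UMIs, both set before. Thinning left out 4576 barcodes at 100 mGy and 2048 at 10 mGy, and thinning to 5000 UMIs gave 4 of the 8. The decrease was also reached with minimums of 500, 700 and 1000 genes, added later.

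RMSE values depend on the bins, which the paper does not give in its text for expression. At 10 mGy, MT-CO1 is at about 0.0044 in Fig. 4 and was at 0.0152 here, and no alternative set before came within 1.5 times. At 100 mGy the values in Fig. 4 are about 0.0049 for MT-CO1, about 0.0039 for RPL18, about 0.0063 for RPL29, about 0.0051 for RPL26, about 0.0043 for MT-ND4, about 0.007 for RPS15A and about 0.0057 for RPL17. Here they were 0.0179, 0.00887, 0.0127, 0.00989, 0.0142, 0.0124 and 0.0129. With 100 bins RPL18, RPL29, RPL26, RPS15A and RPL17 came within 1.5 times. Without low-UMI barcodes RPL29, RPL26 and MT-ND4 did, and RPS15A did with bins 0.1 wide. No other alternative set before did. At 10 mGy, 100 bins moved RPL18, RPL26, MT-ND4, RPS15A and RPL17 beyond 1.5 times the values of Fig. 4, where they were within it on 50 bins. Leaving out low-UMI barcodes did so for RPL18, RPL29, RPS15A and RPL17, and it moved the dispersion of RPL18, RPL29, RPL26, RPS15A and RPL17 at 10 mGy beyond 1.5 times. The minimum of 700 genes with at most 10% mitochondrially encoded UMIs, chosen after seeing the values, gave 0.00453 for MT-CO1 at 10 mGy and 0.00471 for MT-ND4 at 100 mGy, and it drops 0 of the study's 100 genes.

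The paper states that RPS28 and RPS12 were downregulated at high dose. At 1 Gy they were at 1.08 and 1.03 of the control here, below both low doses but not below the control. The paper's own values at 1 Gy, about 1.1 for RPS28 and about 1 for RPS12 in Supplementary Material S10, read by eye, are close to these, so the gap is with the paper's wording. RPL18 and RPS16, at 0.865 and 0.882, were below it. The paper describes its largest cluster as a slow decrease with dose. The largest here fell at both low doses and was at 1.03 of the control at 1 Gy. The paper calls the cluster sensitive to low doses its smallest, where 853 genes made the smallest here. The clusters raised at both low doses had 1251 and 1108 genes. The cluster of 853 genes was raised at 10 mGy, at a median of 1.23, but not at 100 mGy, at 1.02. The paper names NADH and cytochrome c oxidase families among its multi-filtered genes. By symbol, 38 of 41 are ribosomal protein genes, 0 NDUF, 0 COX and 0 mitochondrially encoded. Of the 13 genes of Fig. 5D, 10 were in the raised cluster of 1251 genes, as the paper says of most of them.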

Other observations

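The tests on length across all other genes, low-UMI barcodes, depth, scaling, pseudogenes, batch, the study's 100 genes, damaged cells, the spread of ribosomal protein UMIs and S phase were chosen after the result was seen. The length-matched lists and the spread of G2/M UMIs were set before their values were seen.

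Ribosomal protein genes were higher at 10 mGy and 100 mGy than in the control and at 1 Gy, with a median log2 ratio of 0.57, 0.67 and 0.07. The tables argue against several technical explanations as the whole cause. Without low-UMI barcodes the median at 10 mGy was 0.54, against those barcodes. With cells thinned to 5000 UMIs it was 0.54 too, but this does not test a difference in depth. Random thinning leaves the expected share of a gene in a cell unchanged, so only the barcodes left out could move the median. The median stood 0.89 above that of all genes, against a few genes taking most of the counts, which shifts all other genes alike. The 7 ribosomal protein genes without a pseudogene named after them were at 0.69, against shared reads. Among lists matched on expression and exonic length, the ribosomal protein median stood at the percentile 100 at 10 mGy, so length bias alone is not enough. That matching was incomplete, since the matched genes had a median length of 1721 bases against 1392 and 774 CPM against 1979. NDUF genes, matched well at 1614 against 1587 bases, were at 0.71, and 95% of their matched lists lay between 0.01 and 0.36.

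A relation with length was strong all the same. Across 8402 genes that are neither ribosomal protein nor mitochondrially encoded genes, the log2 ratio fell with exonic length at 10 mGy (Spearman rho -0.63), as it did at 100 mGy against 1 Gy (-0.62), a contrast that shares no library with it. The shortest 10% of genes had a median log2 ratio of 0.40 at 10 mGy and the longest 10% -0.75. At 1 Gy these were 0.01 and -0.03. With transcript length in place of exonic length, rho at 10 mGy was weaker, at -0.446, and with gene span it was -0.455. A length bias between libraries is consistent with this, and genes are not independent replicates.

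The control and 1 Gy libraries resembled each other, and so did those at 10 mGy and 100 mGy. Without ribosomal protein and mitochondrially encoded genes, r between 10 mGy against control and 100 mGy against 1 Gy was 0.90. Both a batch of library preparation and an effect confined to low doses could give this, and they cannot be told apart with 1 library per dose. The labels and the paper name no batch.

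Under the minimum of 700 genes per barcode, all 100 of the study's microdosimetric genes had a lower dispersion at 100 mGy. A change special to these genes is argued against there, since 99.7% of all 8507 genes fell under the same minimum. With unscaled UMIs 100 of the 100 fell as well, against 43.9% of all genes. Lists matched on mean expression had a median of 99 falling genes (95% of lists between 97 and 100), which argues against such a change there too. Thinned to 1500 UMIs, 63 of the 100 fell, against 43 to 62 in matched lists. Thinned to 5000 UMIs it was 44 against 33 to 52, and at a minimum of 500 genes 59 against 41 to 60, within the range of matched lists. Once the low-UMI barcodes were left out of both libraries, 0 of the 100 fell. The barcodes left had a median of 19927 UMIs at 10 mGy and 15108 at 100 mGy. Counting noise is larger at lower depth, so this 0 cannot show that low-UMI barcodes cause the decrease. Thinning to 5000 UMIs, where 44 fell, kept similar numbers of barcodes, 12561 at 10 mGy and 14271 at 100 mGy. An effect of dose on dispersion stays open, since the direction changed with the setting.

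The low-UMI barcodes were examined at 500 UMIs per barcode. The variance of their G2/M UMIs, relative to random draws, was at most 1.35 (control) and was 1.04 at 10 mGy, against 1.8 and 1.69 for the other barcodes. Droplets without a cell, holding free RNA, would give such a low value. However, ribosomal protein UMIs were spread more in the low-UMI barcodes than in the others in the control (4.72 against 2.34) and at 1 Gy (2.87 against 2.36), which draws from 1 pool would not give. In the libraries of 10 mGy (1.61 against 2.35) and 100 mGy (2.35 against 2.77) they were spread less than in the others. Droplets without a cell thus remain open, as do damaged cells. The share of mitochondrially encoded UMIs in the low-UMI barcodes was at most 5.08% (control, against 5.93%) and lower than in the other barcodes of every library. However, it varied far more between them, with a variance of 59.1 times that of random draws in the control against 2.77, so some may be damaged cells.

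Histone genes, taken up after their values were seen, were lower at 1 Gy, with HIST2H2AC at 0.662, HIST1H1B at 0.699, HIST1H1D at 0.733 and HIST1H1E at 0.771 of the control. The median log2 ratio of 24 histone genes was -0.32 at 1 Gy, at the percentile 0 among matched lists, and -0.68 and -1.04 at the low doses. Fewer cells in S phase stay open, as the S phase list stood at the percentile 38.4 at 1 Gy with 21 of its 42 genes up, which decides nothing. Library preparation and an effect of dose remain open.

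Of the preset lists, p53 targets had a median log2 ratio of -0.29 at 10 mGy, -0.39 at 100 mGy and 0.01 at 1 Gy, at percentiles 59.9, 60.0 and 56.5 among matched lists, and did not stand apart at any dose. Matched on length too, they stood at 12.7, 10.1 and 38.6. Immediate early genes had -0.51, -0.58 and 0.05 (percentiles 9.29, 9.81 and 81.9). Matched on length too, they stood at 0.70, 0.34 and 80.0, and so apart at both low doses. Heat shock genes had -0.26, -0.12 and -0.02 (27.7, 49.9 and 25.2, with length 18.4, 49.5 and 19.2). The 3 nuclear retained RNAs had -0.79, -0.95 and -0.09 (1.27, 0.78 and 5.70). With length these were 13.6, 8.38 and 9.30, although the matched genes were shorter (8301 against 22767 bases). The S phase list had -0.14, -0.26 and 0.00 (94.9, 81.3 and 38.4, with length 93.2, 76.1 and 27.3). The G2/M list had -0.44, -0.23 and 0.05 (0.87, 56.9 and 99.6, with length 0.21, 77.6 and 99.4). The largest falls at 10 mGy were FAT1 (0.294), MT-ND6 (0.302), DST (0.320), THBS1 (0.345) and TRIO (0.359). At 100 mGy they were MT-ND6 (0.196), GREM1 (0.307), TRIO (0.325), DST (0.326) and FAT1 (0.339), and at 1 Gy MT-ATP6 (0.753) beside the histone genes. FAU, at 2.28, was among the largest rises at 100 mGy.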
